# Lsd1 as a therapeutic target in Gfi1-activated medulloblastoma

**DOI:** 10.1038/s41467-018-08269-5

**Published:** 2019-01-18

**Authors:** Catherine Lee, Vasilisa A. Rudneva, Serap Erkek, Marc Zapatka, Lianne Q. Chau, Silvia K. Tacheva-Grigorova, Alexandra Garancher, Jessica M. Rusert, Ozlem Aksoy, Robin Lea, Helai P. Mohammad, Jianxun Wang, William A. Weiss, H. Leighton Grimes, Stefan M. Pfister, Paul A. Northcott, Robert J. Wechsler-Reya

## Abstract

Drugs that modify the epigenome are powerful tools for treating cancer, but these drugs often have pleiotropic effects, and identifying patients who will benefit from them remains a major clinical challenge. Here we show that medulloblastomas driven by the transcription factor Gfi1 are exquisitely dependent on the enzyme lysine demethylase 1 (Kdm1a/Lsd1). We demonstrate that Lsd1 physically associates with Gfi1, and that these proteins cooperate to inhibit genes involved in neuronal commitment and differentiation. We also show that Lsd1 is essential for Gfi1-mediated transformation: Gfi1 proteins that cannot recruit Lsd1 are unable to drive tumorigenesis, and genetic ablation of Lsd1 markedly impairs tumor growth in vivo. Finally, pharmacological inhibitors of Lsd1 potently inhibit growth of Gfi1-driven tumors. These studies provide important insight into the mechanisms by which Gfi1 contributes to tumorigenesis, and identify Lsd1 inhibitors as promising therapeutic agents for Gfi1-driven medulloblastoma.

## Abstract (web summary)

Medulloblastoma is one of the most prevalent malignant brain tumors in children and has very poor prognosis. In this study, the authors show, using a mouse model of medulloblastoma, that Gfi1 promotes tumor growth by recruiting Lsd1, that this interaction inhibits genes involved in neuronal differentiation, and that Lsd1 may be a therapeutic target in Gfi1-activated tumors.

## Introduction

Medulloblastoma (MB) is one of the most prevalent malignant brain tumors in children. Current standard of care consists of surgical resection followed by cranio-spinal radiation and multi-agent chemotherapy. While survival rates have improved, one-third of patients still succumb to the disease and survivors often experience debilitating side effects from treatment. Molecular analysis has identified four major subgroups of MB: Wingless (WNT), Sonic hedgehog (SHH), Group 3, and Group 4^1^. Among these, Group 3 tumors have the worst outcomes, yet they remain poorly understood^2^.

Because the majority of Group 3 tumors exhibit overexpression or amplification of the *MYC* oncogene^3^, MYC is believed to be a key driver of Group 3 MB. However, studies by our group and others suggest that MYC alone is not sufficient to promote tumor growth^4,5^. To identify additional driver events, we employed an integrative genomics pipeline and found a series of spatially clustered, somatic structural variants (SVs) in Group 3 and Group 4 MBs that repositioned highly active enhancers close to the genes encoding growth factor independent 1 (*GFI1*) or growth factor independent 1B (*GFI1B*)^6^. These so-called “enhancer hijacking” events resulting in overexpression of GFI1 or GFI1B, contribute to ~15–20% of Group 3 and 10–15% of Group 4 MBs^6,7^. Functional experiments in mice demonstrated that overexpression of *Myc* in combination with either *Gfi1* or *Gfi1b* was sufficient to transform murine neural progenitors into brain tumors resembling human Group 3 MB^6^. Together, these data established *GFI1* and *GFI1B* as novel, prevalent drivers of Group 3 and Group 4 MB.

To determine if *GFI1* family proteins might represent therapeutic targets for MB, we sought to gain a deeper understanding of their role in tumorigenesis. Targeting oncogenes is likely to be effective only if these genes are required for continued tumor growth. Although our previous studies demonstrated that GFI1 proteins cooperate with MYC to initiate MB formation, their role in tumor maintenance remains unclear. Moreover, transcription factors such as GFI1 and GFI1B are typically difficult to target directly, but cofactors that are required for transcription factor function can often represent excellent therapeutic targets^8^. Thus, we have attempted to identify proteins that are necessary for the oncogenic effects of Gfi1.

Here, we show that Gfi1 expression is required for MB tumor maintenance and describe a critical role for the lysine demethylase Lsd1 in mediating its oncogenic effects in MB. Our studies also demonstrate the exciting potential of pharmacological inhibitors of Lsd1 for treating Gfi1-dependent MB. Given the poor prognosis and lack of treatments currently available for Group 3 MB, these findings have important implications for therapy.

## Results

### Gfi1 is required for tumor maintenance

Our previous studies demonstrated that co-expression of *Myc* and *Gfi1* drives transformation of neural progenitors into MB cells^6^. Although these results indicate that *Gfi1* plays a role in tumor initiation, it is unknown whether it is required for continued tumor growth. To investigate this, we designed a conditional retroviral vector encoding Gfi1 flanked by loxp sites (Gfi1^flox^), which allows Gfi1 to be deleted by Cre recombinase (Fig. 1a). We isolated Prominin1 + neural progenitor cells^9^ from the cerebella of neonatal CAG-CreER^TM^ mice (which express tamoxifen-inducible Cre protein in all cells^10^) and infected them with viruses encoding Myc-IRES-luciferase and Gfi1^flox^-IRES-GFP. Orthotopic transplantation of infected cells into the cerebella of adult mice resulted in tumor formation within 5 weeks (Fig. 1b). The latency and penetrance of *Myc* + *Gfi1*^flox^ (MG^flox^) tumors was similar to that observed for *Myc* + *Gfi1*^WT^ (MG) tumors^6^ (Supplementary Fig. 1).

**Fig. 1:**
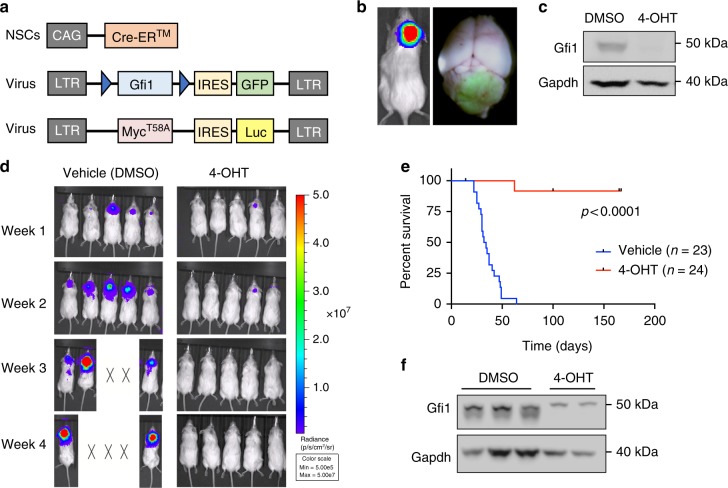
Gfi1 is required for tumor maintenance. **a** Constructs used to generate MG^flox^ tumors. NSCs from a CAG-CreER^TM^ mouse were transduced with viruses encoding Gfi1^flox^-IRES-GFP and Myc^T58A^-IRES-Luciferase. **b** Bioluminescence imaging and whole mount fluorescence image of representative MG^flox^ tumor. **c** Western blot for Gfi1 protein in MG^flox^ tumor cells treated overnight with vehicle control (DMSO) or 5 µM 4-hydroxytamoxifen (4-OHT). **d** Bioluminescence imaging of mice transplanted with cells treated with vehicle or 4-OHT. X’s denote animals euthanized before they could be imaged. **e** Survival curves from a representative experiment (control *n* = 23, 4-OHT *n* = 24). *p* Value < 0.0001 was determined by Log-rank (Mantel–Cox) test. **f** Western blot of Gfi1 protein in resulting MG tumors from vehicle and 4-OHT treatment groups

Treatment of MG^flox^ tumor cells with 4-hydroxytamoxifen (4-OHT) to activate CreER^TM^ caused a marked reduction in Gfi1 protein expression compared to cells treated with vehicle (DMSO) (Fig. 1c). Importantly, when cells were retransplanted into the cerebella of naïve mice, those that had been treated with vehicle gave rise to tumors within 4–5 weeks, whereas those that had been exposed to 4-OHT did not generate tumors in most recipients (Fig. 1d, e). Of 24 mice that received cells treated with 4-OHT, we observed only 2 cases where tumors developed, and Western blotting showed that these tumors still expressed Gfi1 protein (Fig. 1f). These studies demonstrate that continued expression of Gfi1 is necessary for maintaining tumor growth.

### Gfi1 recruits Lsd1

Given the importance of Gfi1 in MB initiation and maintenance, we sought to further understand the mechanisms by which Gfi1 promotes tumor growth. Studies in the hematopoietic system suggest that Gfi1/1b repress target genes via their interactions with cofactors, including Lsd1^11–14^, the corepressor CoREST^12,13,15^, and the histone deacetylases HDAC1 and HDAC2^16–18^. To determine whether these interactions are also involved in Gfi1-driven MB, we performed co-immunoprecipitation experiments on lysates from MG tumors. After immunoprecipitation of Gfi1, we detected interactions with Lsd1 and CoREST, but not HDAC1 or HDAC2, as determined by Western blotting (Fig. 2a; Supplementary Fig. 2). Immunoprecipitation of Lsd1 and CoREST yielded similar results, showing interactions with one another as well as with Gfi1 (Fig. 2b, c). Interestingly, the amount of Gfi1 protein detected after immunoprecipitation of Lsd1 or CoREST was similar to the amount detected after Gfi1 immunoprecipitation, suggesting that the majority of Gfi1 in the tumor cells complexes with Lsd1 and CoREST. In contrast, the amount of Lsd1 detected after immunoprecipitation of Gfi1 was only a small fraction of the total Lsd1, suggesting that Lsd1 also interacts with partners other than Gfi1. These data indicate that Gfi1 interacts with the epigenetic regulators Lsd1 and CoREST in Gfi1-driven MB.

**Fig. 2:**
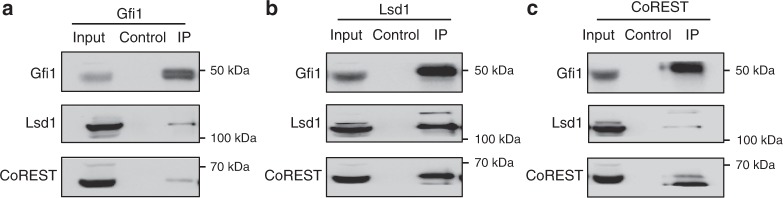
Gfi1 is associated with Lsd1. **a**–**c** Co-immunoprecipitations of **a** Gfi1, **b** Lsd1, and **c** CoREST were performed on MG tumor cells, and Gfi1, Lsd1, and CoREST protein levels were detected by Western blotting. Input represents 10% of total lysate before immunoprecipitation with experimental and isotype control antibodies

### The SNAG domain is critical for Gfi1-driven tumorigenesis

Gfi1 family proteins contain two highly conserved domains: a SNAG (Snail/Gfi1) domain at the N-terminus and six C_2_H_2_-type zinc fingers at the C-terminus^19^. The ability of Gfi1/1b to recruit and interact with cofactors such as Lsd1 and CoREST has been attributed to the SNAG domain^13,14,19^ (Fig. 3a). To determine the importance of this domain in MB pathogenesis, we utilized a *Gfi1* SNAG domain mutant with a proline to alanine change at amino acid 2 (*Gfi1*-P2A). This mutation has been shown previously to abrogate the function of the SNAG domain^19,20^; we confirmed this by co-immunoprecipitation, demonstrating that wild-type Gfi1 associates with Lsd1, but Gfi1-P2A does not (Supplementary Fig. 3). When overexpressed, the SNAG mutant still produced a full-length protein (Fig. 3b) and resulted in mRNA and protein levels comparable to those of wild-type *Gfi1* (Fig. 3b, c). We co-infected neural progenitors with *Myc* and the *Gfi1*-P2A mutant, transplanted them into NSG mice, and monitored animals for tumor growth. By 4–5 weeks, mice transplanted with cells carrying WT *Gfi1* had to be sacrificed (median survival = 27 days). In contrast, mice transplanted with cells expressing *Gfi1*-P2A were monitored for 7 months with no signs of tumor development (Fig. 3d, e). The stark difference in tumorigenic potential of the SNAG mutant strongly suggests that the ability of Gfi1 to recruit and interact with other proteins is essential for its oncogenic activity in MB.

**Fig. 3:**
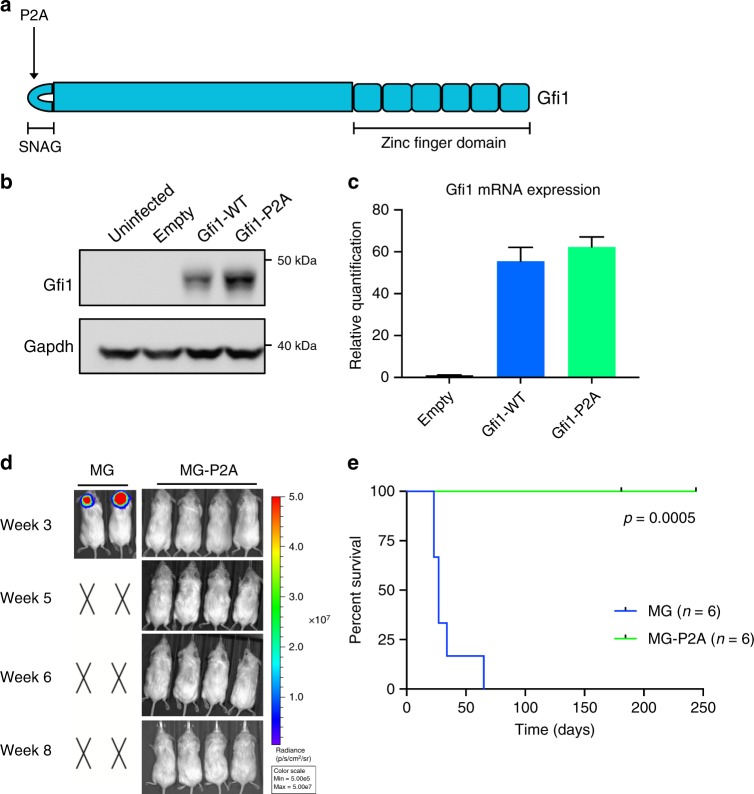
The SNAG domain is required for Gfi1-driven tumorigenesis. **a** Structure of Gfi1, illustrating the N-terminal SNAG domain and six C-terminal zinc fingers. Arrow denotes the proline to alanine point mutation of the SNAG mutant. **b** Western blot for Gfi1 protein levels in 293T cells transduced with empty vector, Gfi1-WT, or Gfi1-P2A. **c** qPCR for Gfi1 mRNA levels in NSCs transduced with empty vector, Gfi1-WT, or Gfi1-P2A. Data shown are from one representative experiment, where experiments were repeated in at least three biological replicates. Error bars represent 95% confidence intervals calculated using the sum of squares method. **d** Bioluminescence imaging of mice transplanted with NSCs that were co-infected with viruses encoding Myc and Gfi1-WT (MG) or Myc and Gfi1-P2A (MG-P2A) overnight. X’s denote animals euthanized before they could be imaged. **e** Survival curves comparing mice transplanted with MG or MG-P2A cells (MG *n* = 6, MG-P2A *n* = 6). *p* Value = 0.0005 was determined by Log-rank (Mantel–Cox) test

### Genetic deletion of Lsd1 impairs growth of Gfi1-driven MB

As shown above, our data suggest that Gfi1 interacts with Lsd1 and that this interaction may be important for tumor growth. To determine whether Lsd1 is required for growth of MG tumors, we crossed CAG-CreER^TM^ mice with Lsd1^fl/fl^ mice^21^ to obtain CAG-CreER^TM^; Lsd1^fl/fl^ mice (hereafter called Lsd1-inducible knockout, or Lsd1-iKO mice). We isolated neural progenitors from Lsd1-iKO pups and transduced them with *Myc* and *Gfi1* to generate Lsd1-iKO MG tumors. We then treated tumor cells with 4-OHT overnight to delete Lsd1. Assaying these cells by Western blotting confirmed that treatment with 4-OHT significantly reduced the amount of Lsd1 protein when compared to treatment with vehicle (DMSO) (Fig. 4a). When tumor cells were implanted into mice, those that had been treated with vehicle all gave rise to tumors (median survival = 19 days). In contrast, only 8/26 of mice that received 4-OHT-treated cells developed tumors, and they did so with increased latency (Fig. 4b, c). Importantly, the tumors that did arise from 4-OHT-treated cells expressed substantial amounts of Lsd1 protein, suggesting that these tumors arose from cells that had escaped Lsd1 deletion (Fig. 4d).

**Fig. 4:**
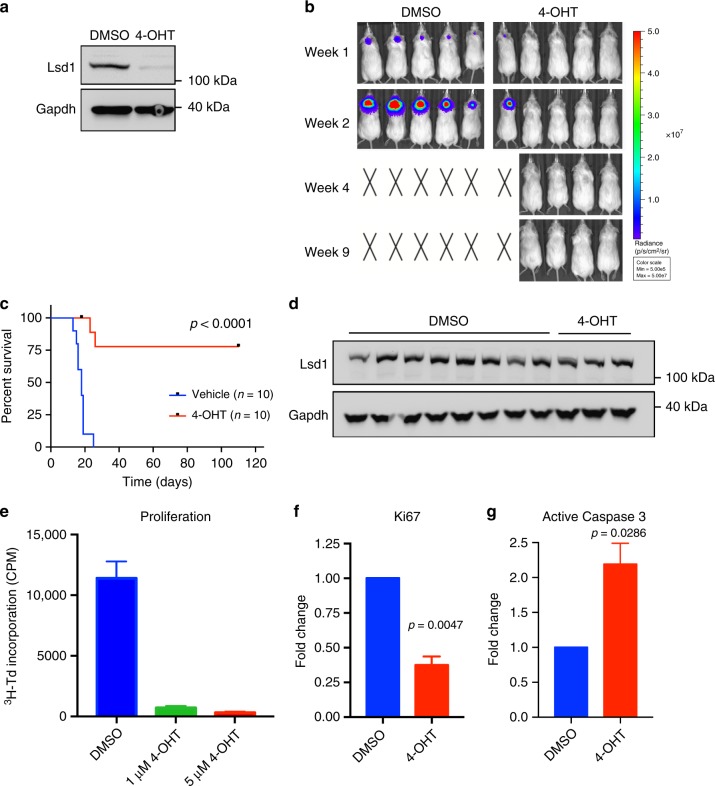
Genetic deletion of Lsd1 impairs growth of Gfi1-driven MB. **a** Western blot for Lsd1 protein in Lsd1-iKO tumor cells that were treated overnight with vehicle control (DMSO) or 5 µM 4-hydroxytamoxifen (4-OHT). **b** Bioluminescence imaging of mice transplanted with Lsd1-iKO cells treated with vehicle or 4-OHT. X’s denote animals euthanized before they could be imaged. **c** Survival curves from a representative experiment (control *n* = 10, 4-OHT *n* = 10). *p* Value < 0.0001 was determined by Log-rank (Mantel–Cox) test. **d** Western blot for Lsd1 protein in tumors from vehicle and 4-OHT treatment groups. **e** In vitro proliferation assay for Lsd1-iKO MG tumor cells treated with vehicle (DMSO), 1 or 5 µM 4-OHT. Proliferation was measured via ^3^H-thymidine incorporation at 48 h. Data are from a representative experiment and are plotted as the means of technical triplicate samples ± SEM. Experiments were repeated in at least three biological replicates. **f** Quantification of Ki67 staining in Lsd1-iKO MG cells after treatment with vehicle or 5 µM 4-OHT. *p* Value = 0.0047, *t* = 10.27, d*f* = 2, one-tailed paired *t* test. **g** Quantification of active Caspase-3 staining in Lsd1-iKO MG cells after treatment with vehicle or 5 µM 4-OHT. *p* Value = 0.0286, *t* = 4.003, d*f* = 2, one-tailed paired *t* test. **f**, **g** Staining and flow cytometric analysis for Ki67 and Caspase 3 were performed on fixed and permeabilized cells. Resulting values were normalized to vehicle control, and data shown represent the means of three biological replicates ± SEM

To understand the mechanisms by which loss of Lsd1 prevented tumor growth, we examined tumor cells for changes in proliferation and death after Lsd1 deletion. To measure proliferation, we treated Lsd1-iKO MG tumor cells with 1 or 5 μM 4-OHT for 48 h and performed 3-H Thymidine incorporation assays. Cells treated with both concentrations of 4-OHT showed markedly lower levels of incorporation compared to those treated with vehicle (DMSO), indicating that Lsd1 deletion impaired proliferation (Fig. 4e). Similarly, we observed a 63% decrease in the proportion of Ki67+ cells after treatment with 4-OHT (Fig. 4f, Supplementary Fig. 4a, b). We then looked for changes in cell death by staining cells for active Caspase 3, a marker for cells undergoing apoptosis. Tumor cells treated with 4-OHT exhibited 2.2-fold increase in active Caspase-3 expression, indicating that Lsd1 deletion also had a significant effect on tumor cell survival (Fig. 4g, Supplementary Fig. 4a, c). Staining with Annexin V and 7-AAD also showed a shift from live cells to dying and dead cells after 4-OHT treatment (Supplementary Fig. 4d, e).

To ensure that the effects of 4-OHT on tumor growth were caused by loss of Lsd1 and not by 4-OHT itself, we carried out parallel experiments using Lsd1^fl/fl^ MG tumor cells without the CreER^TM^ allele. Treatment of these tumor cells with 4-OHT did not activate CreER^TM^ and consequently did not delete Lsd1 (Supplementary Fig. 5a). Mice receiving vehicle-treated or 4-OHT-treated tumor cells developed tumors with 100% penetrance, similar latencies, and no difference in Lsd1 protein levels (Supplementary Fig. 5b–d). Thus, the effects of 4-OHT on tumor growth depend on deletion of Lsd1. Collectively, these findings demonstrate that Lsd1 is required for growth of MG tumors.

Since Lsd1 is expressed in many cancer types and is involved in a wide range of biological processes^22,23^, we sought to determine whether the inhibitory effect of Lsd1 deletion was specific to MG tumors. We therefore repeated the deletion experiments described above using cells from Lsd1-iKO MP tumors, which are driven by overexpression of *Myc* and *DNp53*. As shown in Supplementary Fig. 6a–c, loss of Lsd1 had a much more modest effect on MP tumors than it did on MG tumors: the majority of animals receiving 4-OHT-treated Lsd1-iKO MP tumor cells still developed tumors. Moreover, in contrast to the persistent expression of Lsd1 in Lsd1-iKO MG tumors, 10/12 of the tumors arising from Lsd1-iKO cells exhibited reduced expression of Lsd1 protein (Supplementary Fig. 6c). These results suggested that Lsd1 is dispensable for the growth of MP but not MG tumors.

### The p53 pathway remains functional in Gfi1-driven tumors

The studies described above show that Gfi1 depends on interactions with Lsd1 to promote tumor growth, but the signaling pathways and target genes affected by Gfi1 and its cofactors remain unknown. In the hematopoietic system, several groups have reported that Gfi1 can repress genes in the p53 pathway^18,24,25^. Furthermore, two previously established models of MB combine *Myc* overexpression with p53 loss of function^4,5^. Based on these observations, we wondered whether Gfi1 might contribute to MB growth by suppressing the p53 pathway. To assess the activity of the pathway, we treated cells with doxorubicin or with γ-irradiation to elicit p53-dependent DNA damage responses. After 4 h, samples were analyzed by Western blotting for p53 and its downstream effector p21. Mouse embryonic fibroblasts (MEFs), which express wild-type p53, showed increased expression of p53 and its target p21 in response to doxorubicin and γ-irradiation (Fig. 5a, b). Likewise, doxorubicin and γ-irradiation caused dose dependent increases in p53 and p21 in MG tumors (Fig. 5c, d). To confirm that p53 inactivation can desensitize MB cells to these treatments, we overexpressed DNp53 in MG tumors and then analyzed their response to doxorubicin and γ-irradiation. While DNp53-expressing MG tumor cells exhibited accumulation of p53 protein (because DNp53 prevents upregulation of the Mdm2 ubiquitin ligase that would otherwise promote p53 degradation), they no longer showed induction of p21 in response to DNA damage (Fig. 5e, f).

**Fig. 5:**
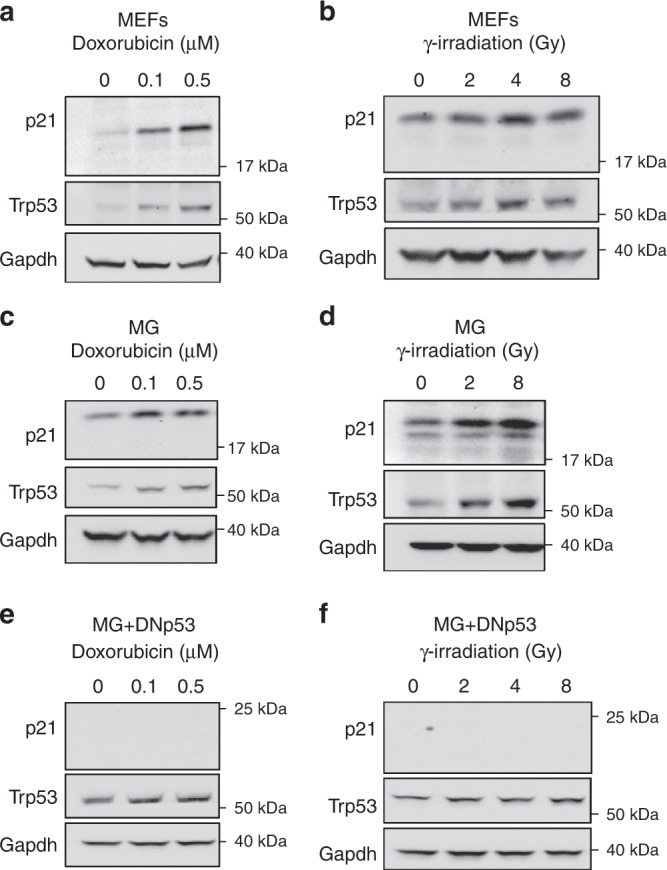
The p53 pathway remains functional in Gfi1-driven tumors. **a**, **b** Western blots for p53 and p21 protein in wild-type mouse embryonic fibroblasts (MEFs) after 4-h treatment with **a** 0, 0.1, or 0.5 μM doxorubicin or **b** 0, 2, 4, or 8 Gy of γ-irradiation. **c**, **d** Western blots for p53 and p21 protein in MG tumor cells after 4-h treatment with **c** doxorubicin or **d** γ-irradiation. **e**, **f** Western blots for p53 and p21 protein in MG tumor cells expressing DNp53 after 4-h treatment with **e** doxorubicin or **f** γ-irradiation

Given that both Gfi1 and Lsd1 are necessary for MG tumors, it is also notable that others have demonstrated Lsd1 demethylation of p53 protein, which destabilizes it and prevents its association with coactivators^25,26^. We thus considered the possibility that MG tumors might have increased Lsd1 expression levels that could lead to reduced p53 activity. However, Lsd1 levels in MG tumors were not higher than those in NSCs, from which MG tumors are derived (Supplementary Fig. 7). Together, these results suggest that MG tumors have normal p53 function and that it is unlikely that the critical role of Gfi1 in MG tumorigenesis is to repress p53.

### Neuronal differentiation genes are decreased in MG tumors

To identify other potential mechanisms by which Gfi1/Lsd1 promote tumor formation, we analyzed transcriptional profiles obtained from MG tumors (*n* = 7) and NSCs (*n* = 5). Our analysis identified a total of 2402 differentially expressed genes, of which 1170 were downregulated ((FDR)-adjusted *p* value < 10^−2^, log_2_FC < −1.5) and 1232 were upregulated ((FDR)-adjusted *p* value < 10^−2^, log_2_FC > 1.5) (Fig. 6a). Pathway analysis of differentially expressed genes revealed an enrichment of genes associated with neuronal fate commitment and differentiation, neuron migration, neuron projection guidance, and neuron apoptotic processes (Fig. 6b); regulators of these processes were expressed at significantly lower levels in MG tumors than in NSCs (Fig. 6c). Consistent with this, many of the most downregulated genes in MG tumors have functions in neuronal differentiation and migration: *Ptf1a*^27^, *Sox11*^28^, *Zic3*^29^, *Dcc*^30^, *Neurog2*^31^, *Zic1*^32^, *Barhl1*^33^, *Neurod1*^34^, *Nfib*^35^, and *Fbxo5*^36^ (Supplementary Data 1). These findings suggest that repression of neuronal commitment and differentiation may play a key role in the transformation of normal NSCs into MG tumors.

**Fig. 6:**
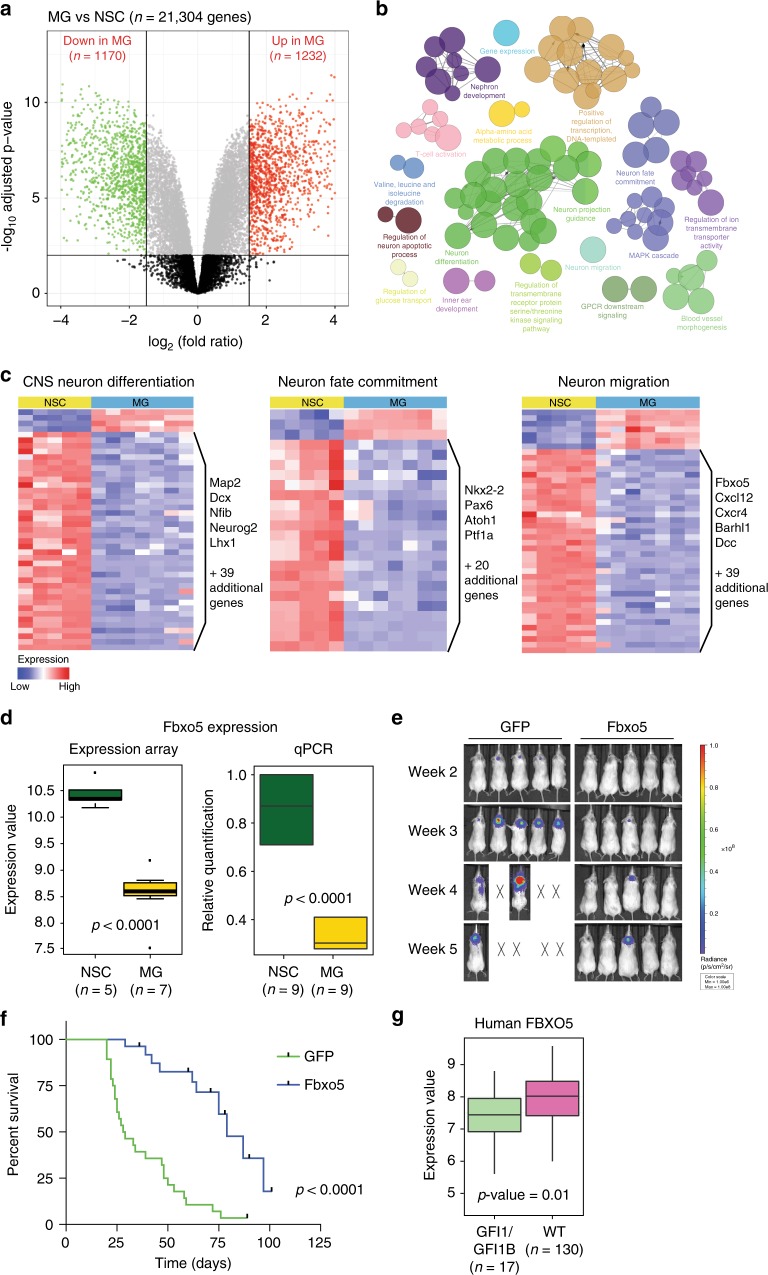
Neuronal commitment and differentiation pathways are downregulated in MG tumors. **a** Volcano plot of of 21,304 genes whose expression was compared in MG tumors (*n* = 7) and NSCs (*n* = 5). Red indicates genes that were significantly upregulated in MG (log_2_FC > 1.5 and FDR-corrected *p* value < 10^−2^) and green indicates those that were significantly downregulated in MG (log_2_FC < −1.5 and FDR-corrected *p* value < 10^−2^). **b** Pathway analysis of differentially expressed genes. Each node represents a GO term. Node size reflects the enrichment significance of the term. Edges represent association strength between the terms calculated using chance corrected kappa statistics (a standard kappa score level threshold was used). **c** Heat maps comparing expression of genes involved in central nervous system neuron differentiation (left), neuron fate commitment (center), and neuron migration (right) in MG tumor cells and NSCs. **d** Fbxo5 expression from microarray analysis comparing NSCs to MG tumor cells (left) and qPCR validation of Fbxo5 mRNA expression in MG tumor samples compared to NSC samples (right). *p* values < 0.0001 were determined by one-sided Welch Two Sample *t* test. Whiskers indicate minimum and maximum expression values, bottom of boxes indicate first quartiles, midline indicates median expression values, and top of boxes indicate third quartiles. **e** Bioluminescence imaging of mice transplanted with cells infected with empty vector control (GFP) or Fbxo5. X’s denote animals euthanized before they could be imaged. **f** Survival curves comparing mice transplanted with cells infected with empty vector (GFP) or Fbxo5 (GFP *n* = 28, Fbxo5 *n* = 27). *p* Value < 0.0001 was determined by Log-rank (Mantel–Cox) test. **g** FBXO5 expression in human Group 3/Group 4 MB samples with or without GFI1/GFI1B activation (GFI1/GFI1B *n* = 17, WT *n* = 130). *p* Value was determined by one-sided Welch Two Sample *t* test. Whiskers indicate minimum and maximum expression values, bottom of boxes indicate first quartiles, midline indicates median expression values, and top of boxes indicate third quartiles

As an additional approach to elucidate the targets of Gfi1, we performed chromatin immunoprecipitation and sequencing (ChIP-seq) in MG tumors and identified 10,840 significant peak regions bound by Gfi1 (Supplementary Data 2). 

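MG tumors arise from cerebellar neural stem cells that carry retroviral Myc and Gfi1 and are transplanted into NSG mice. Chromatin of 2 MG tumors, numbered 39 and 41, was immunoprecipitated with an antibody to Gfi1, so that the DNA bound by the protein was sequenced in excess. Tumor 39 is replicate 1 and tumor 41 is replicate 2. The Reporting Summary gives 60302626 mapped reads for Gfi1 in tumor 39 and 85149793 in tumor 41, and 92556506 for the input control. That input is listed as a pool of MGB tumors, which the sample list describes as Myc and Gfi1b tumors, and whether it served for all 4 libraries is not known. The authors aligned the reads to mm10, called peaks in each library separately with MACS and deposited each list with a score per peak, which is the authors' value. The list of tumor 39 holds 36836 Gfi1 peaks with a median width of 1443 bp, and that of tumor 41 holds 25078 with a median width of 1596 bp. The more deeply sequenced library had the shorter list. Starting from these lists, the peaks in the upper 20% of the score of each replicate were kept, and a replicate 1 peak was counted as high confidence when at least 50% of its length lay in kept replicate 2 peaks. The score took the place of the enrichment that the paper ranked by. This gave 4387 high-confidence Gfi1 peaks. The score cutoff moved this number most, with 1938 peaks at the upper 10% and 19094 with no cutoff. With 2 tumors a test between groups would have little power, so none was run, and the spread between the tumors is given as the error.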

Since we have demonstrated that Lsd1 is an essential cofactor of Gfi1 in MG tumors, we predicted that Gfi1/Lsd1 might co-occupy similar genomic regions and therefore carried out ChIP-seq using antibodies specific for Lsd1 as well. 

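Lsd1 was immunoprecipitated from the same 2 tumors, and the peaks were called with the same program against input chromatin. The Reporting Summary gives 94738309 mapped reads for tumor 39 and 57322001 for tumor 41. The deposited lists hold 30367 Lsd1 peaks in tumor 39 and 33213 in tumor 41, with median widths of 1765 bp and 1606 bp. The Lsd1 lists covered 69.0 Mb and 68.8 Mb of the genome, against 66.9 Mb and 48.3 Mb for the Gfi1 lists of tumors 39 and 41. Because each library has its own depth and score range, scores were compared only within a list.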

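By the rule used for Gfi1, 5181 high-confidence Lsd1 peaks were found in the 2 MG tumors. Of the 4387 Gfi1 peaks, 3664 shared at least 1 bp with an Lsd1 high-confidence peak, which is 83.5% (exact 95% binomial interval 82.4% to 84.6%, counting error only). Conversely, 3644 of the 5181 Lsd1 peaks overlapped Gfi1, which is 70.3% (69.1% to 71.6%). The spread between the tumors was much wider than the counting error. When the upper 20% of each library was compared within its own tumor, 69.1% of the Gfi1 peaks overlapped Lsd1 in tumor 39 and 88.0% in tumor 41, a mean of 78.6% ± 13.4 (SD, n = 2). For the Lsd1 peaks the shares overlapping Gfi1 were 83.0% and 65.6%, a mean of 74.3% ± 12.3 (SD, n = 2). The 83.5% and the 70.3% differ by less than the sum of these spreads. The kept lists differ in length, with 7368 Gfi1 and 6074 Lsd1 peaks in tumor 39 and 5016 and 6643 in tumor 41. With the 5016 highest peaks of each list, a test chosen after seeing the data, the overlap was 71.2% in tumor 39 and 75.4% in tumor 41. Unequal lengths thus add to these spreads, which are not a measure of the tumors alone. The score of a peak went with its chance of lying in the other set. The Gfi1 peaks found in both tumors, with no score cutoff, were split into 5 groups of equal size by the replicate 1 score. In the group with the highest scores 84.6% of 3819 peaks overlapped an Lsd1 high-confidence peak, and in the group with the lowest scores 7.46% did. A deposited Lsd1 peak of any score was overlapped by 100% and 90.3% of these groups.

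**Figure D1:**
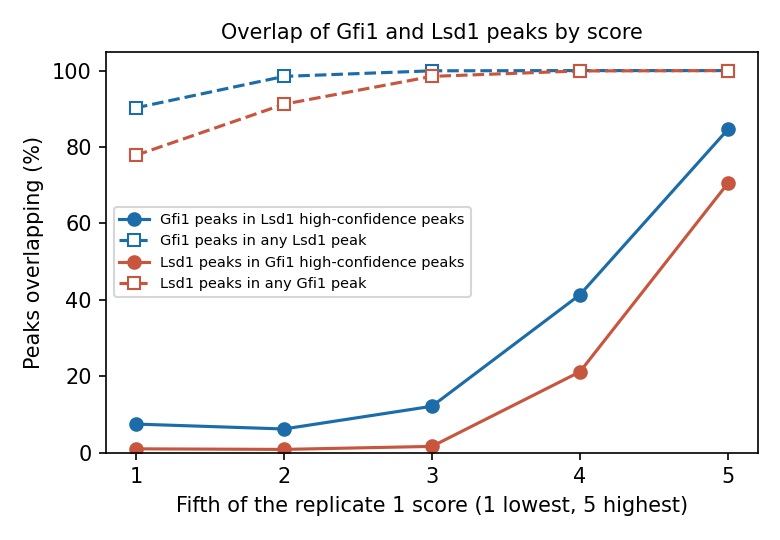
Share of peaks (%) found in both tumors that overlap the other factor, in 5 groups of equal size by the replicate 1 score (x axis, 1 lowest and 5 highest). Filled circles stand for overlap with high-confidence peaks and open squares for overlap with any deposited peak, Gfi1 in blue and Lsd1 in red. The filled blue line stands at 7.46% in group 1 and at 84.6% in group 5, and the open blue line starts at 90.3%.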

We identified 12,083 peaks where Lsd1 was bound and confirmed a high concordance between Lsd1 and Gfi1 peaks (Supplementary Fig. 8a, Supplementary Data 2): 9594 peaks were common to both Gfi1 and Lsd1 datasets, representing ~89% of all Gfi1 peaks and ~79% of all Lsd1 peaks (Supplementary Fig. 8b). The sizable overlap between Gfi1 and Lsd1 binding in the genome further substantiates that these proteins interact to co-regulate common downstream target genes and pathways.

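The overlap was set against 1000 random placements of the Gfi1 high-confidence peaks on their own chromosomes. On average 75.1 peaks, or 1.71%, fell on an Lsd1 peak, and never more than 104, so that the observed number was 48.8 times the chance mean (one-sided permutation test of positions, p = 0.001, the smallest that 1000 placements can give). Because both factors lay mostly at promoters, this fold depends on what is called chance. When peaks near a transcription start site (TSS) were moved to the same offset from a random TSS, 791 overlapped on average and the fold was 4.63. When the TSS was also of like CpG content, a comparison chosen after seeing the data, 1920 overlapped and the fold was 1.91. Both gave p = 0.001 in the same one-sided permutation test, again the smallest possible. These p-values describe the 4 libraries and not a population of tumors, since peaks are not replicates. With every peak trimmed to its central 200 bp, 43.2% of the Gfi1 peaks still overlapped Lsd1, against 0.0928% at random. The paper takes the overlap of its peaks as further evidence that Gfi1 and Lsd1 act together on common target genes and pathways. It had already shown by co-immunoprecipitation that the proteins interact.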

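Peaks at 5 genes that were chosen for functional tests, Fbxo5, Bmpr1a, Lrig3, Nfia and Smad4, were read from the lists. Each of the 5 had at least 1 high-confidence Gfi1 peak assigned to it by the closest TSS. The paper took these genes from those it found bound by Gfi1, so that this result is not independent of their choice. Bmpr1a, on chromosome 14 of mm10 from 34410734 to 34503341, had a Gfi1 peak from 34501344 to 34503829 over its TSS, with Gm17110 tied as closest gene. In the replicate 1 and 2 Gfi1 lists the highest peak at this promoter stood at percentile 95.7 and 81.0 of the score. Lrig3, on chromosome 10 from 125966168 to 126015359, had a peak from 125965319 to 125968311, at percentile 96.4 and 88.8. Nfia, on chromosome 4 from 97772734 to 98118874, had 3 peaks assigned, of which 2 lay at a TSS, 1 of them tied with E130114P18Rik. The other was 10088 bp from the nearest TSS, from 97867906 to 97870031 inside the gene, and overlapped an Lsd1 high-confidence peak. Smad4, on chromosome 18 from 73639009 to 73703780, had a peak from 73701728 to 73703392, which lay 388 bp from its nearest TSS and itself overlapped no Lsd1 high-confidence peak. Lsd1 high-confidence peaks were present at the promoters of 3 of the 5 genes, and those of Bmpr1a and Nfia had none. At Bmpr1a, Lsd1 peaks at percentile 85.6 in replicate 1 and 86.8 in replicate 2 overlapped too little to be counted as high confidence. At the upper 10% of the score, 1 of the 5 genes, Fbxo5, had a peak assigned.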

To evaluate the functional relevance of predicted Gfi1 target genes, we tested a subset of the genes that were bound by Gfi1 and differentially expressed in MG tumors compared to NSCs. We focused specifically on genes that have been reported to regulate differentiation, which were downregulated in MG tumors (Fig. 6d, Supplementary Fig. 9a, c, e, g). We hypothesized that genes whose downregulation was critical for tumorigenesis might inhibit tumor growth if they were re-expressed in tumor cells. Therefore, we used retroviruses to overexpress these genes in tumor cells and examined the effects on tumor growth in vivo. While the majority of genes we tested did not affect tumor growth or latency (Supplementary Fig. 9b, d, f, h), overexpression of *Fbxo5* caused a significant delay in tumor formation (Fig. 6e, f). Notably, analysis of human MB showed that FBXO5 levels were lower in GFI1/1B-activated Group 3/Group 4 tumors than in tumors without GFI1/1B-activation (Fig. 6g). Together these findings suggest that *Fbxo5* may be a downstream effector of *Gfi1* in MB.

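Fbxo5 lies on the minus strand of chromosome 10 of mm10, from 5799160 to 5805600. In each of the 4 libraries a single peak covered its promoter. For Gfi1 it ran from 5804246 to 5806715 with a score of 3100 in tumor 39, and from 5804396 to 5806696 with a score of 1062.4 in tumor 41. These scores stood at percentile 99.7 and 95.7 of their lists. For Lsd1 it ran from 5804373 to 5806981 in tumor 39 and from 5804391 to 5806904 in tumor 41, with scores of 1554.6 and 3100 that stood at percentile 95.6 and 99.8. A percentile here counts peaks of equal score, so that it is an upper limit where scores are tied. In Gfi1 of tumor 39, the Rcor1 peak also scored 3100, and the Mdm2 peak with 3097.99 stood at percentile 97.5. The 99.7 of Fbxo5 thus holds for a block of peaks that share its score. Fbxo5 was the gene with the TSS closest to the high-confidence Gfi1 peak, at a distance of 0 bp and with no other gene tied.

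**Figure D2:**
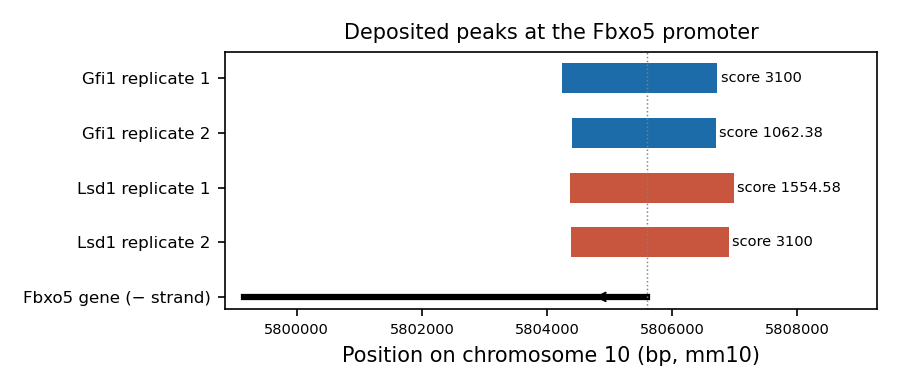
Deposited peaks at the Fbxo5 promoter on chromosome 10 (x axis, position in bp, mm10). Bars are the peaks of the 4 libraries with the authors' scores beside them, Gfi1 in blue and Lsd1 in red. The black line is the gene, the arrow its direction and the dotted line its 5′ end at 5805600, which lies inside all 4 peaks.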

### Pharmacological inhibition of Lsd1 to treat Gfi1-driven MB

Based on our finding that the interaction between Gfi1 and Lsd1 is crucial for MG tumor growth, we sought to determine whether small molecule inhibitors of Lsd1 could serve as therapeutic agents for these tumors. We performed thymidine incorporation assays on cells treated with two different Lsd1 inhibitors: GSK-LSD1 and ORY-1001. Both compounds potently inhibited proliferation of MG tumor cells in vitro, with IC_50_s ranging from 0.05 to 0.1 nM (Fig. 7a, b). In contrast, the effect on MB tumor models not driven by Gfi1 was much less pronounced. As shown in Fig. 7a, b, the proliferation of MP tumor cells was inhibited only with much higher concentrations of these compounds (IC_50_ = 440–3300 nM). Cells derived from Glt1-tTA:TRE-MYCN/Luc (GTML) and Math1-Cre;Ptch1^fl/fl^ Luciferase (MPL) tumors, models of Group 3 and SHH MB respectively, were also relatively insensitive to Lsd1 inhibitors (Supplementary Fig. 10a, b). Finally, we tested the effects of GSK-LSD1 and ORY-1001 on normal granule neurons, and did not see adverse effects on viability (Fig. 7c). These data suggest that pharmacological inhibition of Lsd1 potently and selectively inhibits proliferation of Gfi1-activated tumor cells.

**Fig. 7:**
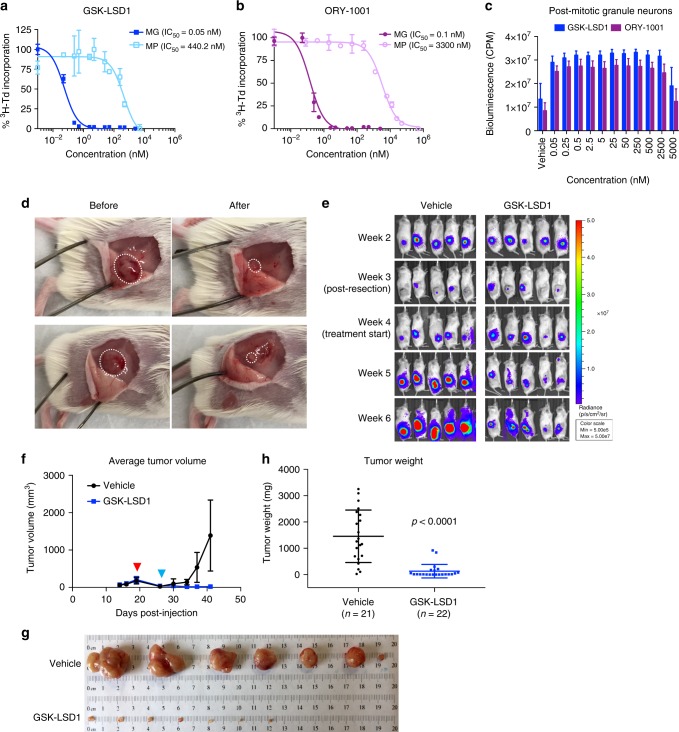
Pharmacological inhibitors of Lsd1 inhibit growth of Gfi1-driven MB. **a**, **b** In vitro proliferation assays for MG and MP tumor cells treated with **a** GSK-LSD1 or **b** ORY-1001. Proliferation was measured via ^3^H-thymidine incorporation at 48hrs. **c** Cell viability of post-mitotic granule neurons treated with GSK-LSD1 (blue) or ORY-1001 (purple). Viability was measured via CellTiter-Glo Luminescent Assay at 48 h. Data shown in **a**–**c** are from representative experiments and are plotted as the means of technical triplicate samples ± SEM. All experiments were repeated in at least three biological replicates. **d**–**h** Mice implanted with subcutaneous MG tumors underwent surgical resection of tumors and were subsequently treated with vehicle (saline) or 10 mg/kg GSK-LSD1 in cycles of four days on and three days off (vehicle *n* = 21, GSK-LSD1 *n* = 22). **d** Representative images of two tumors before (left) and after (right) surgical resection. Tumors are outlined by white dotted lines. Tumor growth was monitored weekly by **e** bioluminescent imaging and **f** caliper measurements. Red arrowhead indicates time of surgical resection. Blue arrowhead indicates start of drug treatment. Data shown are from a representative experiment and are plotted as the means ± SEM. When tumors reached the maximum allowed diameter, mice were sacrificed and resulting tumors were **g** collected and **h** weighed. Compared to resection alone, resection and GSK-LSD1 treatment significantly reduced tumor burden in mice. *p* < 0.0001, *t* = 6.042, d*f* = 41, one-tailed unpaired *t* test. Data shown in **h** are from three replicate experiments and plotted as the means ± SD

To test whether Lsd1 inhibition also impedes tumor growth in vivo, we implanted MG tumors into the flanks of NSG mice and treated them with vehicle (4% DMSO in saline) or 10 mg/kg GSK-LSD1. Tumor growth was monitored weekly by bioluminescent imaging and caliper measurements (Supplementary Fig. 11a, b). When tumors reached 2 cm in diameter, the experiment was terminated, and tumors were collected and weighed (Supplementary Fig. 11c, d). As shown in Supplementary Fig. 11a-d, treatment with GSK-LSD1 significantly slowed tumor growth and decreased the size of MG tumors in vivo. We also tested the effects of Lsd1 inhibitors on mice bearing intracranial MG tumors, but saw no effects on tumor growth or survival (Supplementary Fig. 12). The fact that we observed inhibition of MG tumors in the flank but not in the brain suggests that these compounds do not accumulate to sufficient levels within brain tumors to exert a therapeutic effect.

The experiments above tested the effects of Lsd1 inhibitors alone. Because standard therapy for MB includes surgery and radiation, we asked whether Lsd1 inhibitors could be combined with these modalities. To test the combination with surgical resection, we implanted MG tumors into the flanks of NSG mice, and when tumors reached a volume of 200–300 mm^3^, we performed surgery to remove the bulk of the tumor (Fig. 7d). After 1 week of recovery, mice were randomized into treatment groups based on tumor size, and treated with vehicle (saline) or 10 mg/kg GSK-LSD1. Tumor growth was monitored via bioluminescent imaging and caliper measurements, and endpoint tumors were collected and weighed. As shown in Fig. 7e–h, GSK-LSD1 was highly effective at suppressing tumor growth following surgical resection. GSK-LSD1 also potently inhibited tumor growth after ionizing radiation (Supplementary Fig. 11e–h). These results strongly support the notion that targeting Lsd1 with small molecule inhibitors could be an effective strategy for treating patients with Gfi1-driven MB.

## Discussion

Our previous studies demonstrated that GFI1 and GFI1B can cooperate with MYC to drive tumorigenesis in a subset of Group 3 and Group 4 MBs^6^, but the means by which they promote MB growth are not well understood. In the present study, we not only demonstrate the importance of Gfi1 expression in tumor maintenance, but also show that its tumorigenic activity depends on its ability to recruit other proteins through a functional SNAG domain. In particular, we identify the epigenetic modifier Lsd1 as a critical partner of Gfi1, and we demonstrate that these proteins promote oncogenic transformation in part by inhibiting neuronal differentiation. Furthermore, we show that Lsd1 inhibitors selectively inhibit growth of MG tumors, highlighting Lsd1 inhibition as a potential strategy for treatment of patients with Gfi1-driven MB.

Identifying genes required for tumor maintenance is a major challenge in cancer biology. The genetic alterations that drive the early stages of tumorigenesis are not always maintained at later stages, and tumors often accumulate additional mutations that render initiating oncogenes dispensable for continued tumor growth^37,38^. When this occurs, these genes may not be useful as targets for therapy. Using a conditional genetic deletion approach, we show that Gfi1 is not only required for tumor initiation but is also crucial for maintaining growth of established tumors. This implies that targeting GFI1 may benefit patients whose tumors overexpress this oncogene. Although direct inhibition of GFI1 is not currently possible, our studies suggest that targeting its cofactors may be a viable approach to therapy.

Our finding that in MG tumors Gfi1 exists in a complex that includes CoREST and Lsd1 is consistent with interactions described in other systems^11–14^. The importance of Lsd1 as a mediator of tumorigenesis is supported by our findings that mutation of the SNAG domain, which is critical for Lsd1 recruitment^13,14,19^, abolishes the tumorigenic potential of Gfi1, and that Cre-mediated deletion of Lsd1 prevents propagation of MG tumors. Consistent with these results, our ChIP-seq experiments revealed that 80% of the sites bound by Gfi1 were also bound by Lsd1. 

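The Gfi1 and Lsd1 libraries are paired by tumor, so the overlap was also compared within and across the tumors. For the Gfi1 peaks of tumor 39 in the upper 20% of the score, 79.4% overlapped the Lsd1 peaks of tumor 41. For the Gfi1 peaks of tumor 41, 84.5% overlapped the Lsd1 peaks of tumor 39. The mean over these crossed pairs was 82.0%. For the Lsd1 peaks the shares overlapping Gfi1 of the other tumor were 68.8% in tumor 39 and 87.1% in tumor 41, with a mean of 78.0%. Counted over merged sites, where peaks of both factors that touch are joined, 3614 of 4337 Gfi1 sites held an Lsd1 high-confidence peak, which is 83.3%.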

Recruitment of Lsd1 to target genes can result in either transcriptional repression or transcriptional activation: by demethylating histone 3 lysine 4 (H3K4), Lsd1 removes a mark associated with activation, leading to repression of target genes. Conversely, Lsd1-mediated demethylation of H3K9 eliminates a repressive mark, resulting in transcriptional activation. In line with this, our comparison of gene expression and ChIP-seq analyses revealed activation and repression of subsets of genes bound by Gfi1.

Our previous studies demonstrated that inactivation of p53 can cooperate with Myc to promote MB formation^4,5^. The fact that Gfi1 can also cooperate with Myc to drive tumor growth^6^, along with reports that Gfi1 can antagonize p53 and its targets^18,24,25^, led us to speculate that Gfi1 might promote MB formation by repressing p53 function. However, we observed normal induction of p53 and p21 following exposure to DNA damaging agents, suggesting that p53 is still capable of being activated in MG tumors. Together these data suggest that that the ability of Gfi1 to cooperate with Myc does not depend on inactivation of p53. However, we cannot rule out the possibility that Gfi1 acts in part by regulating pathways that are also regulated by p53.

To gain insight into the mechanisms by which Gfi1 promotes tumor formation we performed expression profiling on MG tumor cells. Among the most prominent pathways altered in these tumors were those related to neuronal differentiation. We found that many of the associated genes were downregulated in MG tumors compared to NSCs, suggesting that one important aspect of transformation is repression of neuronal differentiation. This is consistent with our previous observation that MG tumors are poorly differentiated and do not express markers of mature neurons^6^. The importance of maintaining a proper balance between self-renewal and differentiation has been observed in brain tumors as well as many other types of cancer^39–42^. Since NSCs are the presumed cell of origin in MG tumors, our study suggests that transformation of NSCs involves not only increased proliferation (driven by MYC) but also failure to undergo normal differentiation (mediated at least in part by Gfi1).

To identify target genes whose repression is important for MG tumor growth, we tested whether overexpression of these genes could impair tumor formation. While most of the genes we tested had no effect on tumor growth, Fbxo5 significantly reduced tumorigenicity. Previous studies have suggested that Fbxo5 (also known as Emi1) is a mitotic regulator that acts to inhibit the anaphase promoting complex (APC), allowing Cyclin B1 accumulation and cell cycle progression from G1 to S phase^43,44^. Consistent with this, overexpression of Fbxo5 has been suggested to promote cell proliferation and tumorigenesis^45–47^. However, Fbxo5 has also been shown to induce mitotic arrest and apoptosis^45^, and to promote neuronal differentiation. For example, inhibition of APC/Cdh1 by Fbxo5 in cerebellar granule neurons causes increased axonal growth^36^, and FBXO5 overexpression in mesenchymal stem cells promotes migration and differentiation^48^. Our observations that Fbxo5 is repressed in MG tumors and can inhibit growth of these tumors following transplantation support the possibility that Fbxo5 inhibition might play an important role in mediating the transforming effects of Gfi1.

Because of the relatively poor prognosis and paucity of treatment options available for Group 3 MB, there is a critical need to identify drugs that are effective against these tumors. Two recent high-throughput drug screens have identified potential candidates for combination therapies^49–51^, but both screens were carried out using MB models driven by Myc and loss/inactivation of p53, so they do not represent the subset of tumors with Gfi1/1b activation. Therefore, our observation that Lsd1 inhibitors can block growth of MG tumor cells alone and in combination with surgery and radiotherapy may have significant implications for patients with GFI1-driven MB. Notably, we observed a stark difference in efficacy when using Lsd1 inhibitors to treat subcutaneous vs. intracranial MG tumors. The lack of effect on intracranial tumors suggests that the Lsd1 inhibitors we tested are limited in their ability to penetrate brain tumors. Further studies will be necessary to determine whether other Lsd1 inhibitors, or alternative modes of delivery, may increase the utility of these drugs for intracranial tumors. If these approaches are successful, Lsd1 inhibition could represent a promising targeted therapy for patients with Gfi1/1b-activated MB.

## Methods

### Virus production

Totally, 8 × 10^6^ HEK 293T/17 cells (ATCC CRL­11268) were plated in T150 cell culture flasks 1 day prior to Calcium Phosphate transfection. On the day of transfection, media was exchanged 0.5–2 h before transfection. Sterile distilled H_2_O, plasmids (VSVG, Gag/Pol, and vector of interest), and 2 M CaCl_2_ were prepared in one tube. 2× HEPES (280 mM NaCl, 1.5 mM Na_2_HPO_4_, 50 mM HEPES free acid; pH 7.0–7.1) was added dropwise to the tube containing H_2_O/plasmids/CaCl_2_ and incubated for 1 min at room temperature. Mixture was added onto cells and swirled very gently to mix. After incubation at 37 °C for at least 5 h, media was exchanged and cells were returned to the incubator. Viral supernatant was harvested at 24, 48, and 72 h after transfection and stored at 4 °C until concentration step. To generate concentrated virus, supernatants were filtered through 0.45 µM filters and then centrifuged at 25,000 RPM, 4 °C for 2 h using the SW32 rotor in an Optima L-80 XP ultracentrifuge. After centrifugation, supernatant was removed and the viral pellets were resuspended in ~500 µl media, aliquoted, frozen on dry ice, and stored at −80 °C until further use. Virus titration was carried out by infecting 293T cells with serial dilutions of virus and analyzing reporter expression by flow cytometry (GFP or dsRed) or by bioluminescence plate reader (luciferase).

### Retroviral constructs

Retroviruses used for generation of MG tumors include: MSCV-Myc^T58A^-IRES-GFP, MSCV-Myc^T58A^-IRES-Luciferase, MSCV-Myc^T58A^-IRES-CD2, MSCV-Gfi1-IRES-GFP, MSCV-Gfi1-IRES-Luc, and MSCV-loxp-Gfi1-loxp-IRES-GFP. Cloning of the Myc^T58A^ and Gfi1 constructs have been described previously^4,6^. MSCV-loxp-Gfi1-loxp-IRES-GFP was cloned by ploymerase chain reaction (PCR) amplification of *Gfi1* using primers with loxp sites and EcoRI/XhoI sites added to the ends.

Retroviruses used for testing the Gfi1 domain functions include pSF91-empty vector (control), pSF91-Gfi1-dsRed (wild-type), pSF91-Gfi1^P2A^-dsRed (SNAG mutant).

Retroviruses used for testing functional relevance of candidate Gfi1 target genes include: MSCV-Fbxo5-IRES-GFP, MSCV-Bmpr1a-IRES-GFP, MSCV-Lrig3-IRES-GFP, MSCV-Nfia-IRES-GFP, and MSCV-Smad4-IRES-GFP. Genes were cloned by PCR amplification of cDNAs obtained from the Mammalian Gene Collection (Dharmacon) and ligation into the MSCV-IRES-GFP vector.

### Co-immunoprecipitations

MG tumor cell pellets (at least 3 × 10^6^ cells) or Gfi1-infected NIH-3T3 cells (ATCC CRL-1658) were resuspended in lysis buffer (150 mM NaCl, 20 mM Tris, 1% Triton X-100) with protease inhibitors (Roche, cat #1836153). Lysates were precleared for 30 min with Protein G agarose beads (Millipore #16-201D, Cell Signaling #37478). Totally, 10% of the sample was saved as input, and the rest was split in half for immunoprecipitation with experimental and control antibodies. Samples were incubated with antibodies specific for Gfi1 (1 µg, Santa Cruz sc-8558), Lsd1 (1 µg, Abcam ab17721) or CoREST (1 µg, Millipore cat #07-455), or with isotype control antibodies (1 µg, Santa Cruz sc-2028) for 1 h. Protein G beads were added to the samples and washed three times before preparing for Western blot by adding 4× sodium dodecyl sulfate (SDS) sample buffer and boiling.

### Western blotting

Immunoprecipitated samples prepared as described above were run on 10% SDS-PAGE gels, transferred to nitrocellulose membranes, blocked with 5% nonfat milk (Apex) in tris-buffered saline with 0.1% Tween-20 (TBST), and stained overnight with anti-Gfi1 (1:500, Abcam ab21061), anti-Lsd1 (1:800, Abcam ab17721), anti-CoREST (1:2000, Millipore cat #07-455), anti-HDAC1 (1:1000, Cell Signaling #5356), or anti-HDAC2 (1:1000, Cell Signaling #5113) antibodies. Membranes were incubated for 1 h with anti-rabbit HRP-conjugated secondary antibody (1:1000, Cell Signaling #7074) followed by visualization with Clarity Western ECL (Bio-Rad, cat #170-5060) on the ChemiDoc MP Imaging System (Bio-Rad).

All other samples for Western blotting were lysed in 1× RIPA buffer (Millipore, cat #20-188) and quantified using the Pierce BCA protein assay kit (ThermoFisher cat #23225). Protein separation, transfer, and blocking were as described above. 10% SDS-PAGE was used for detection of Gfi1, Lsd1, and CoREST. Totally, 12% SDS-PAGE was used for detection of p53 and its targets. In addition to anti-Gfi1, anti-Lsd1, and anti-CoREST antibodies mentioned above, other primary antibodies used include anti-Gapdh (1:1000, Cell Signaling #2118), anti beta-Actin (1:1000, Cell Signaling #4967), anti-p21 (1:200, Santa Cruz sc-6246), and anti-p53 (1:1000, Cell Signaling #2524). Membranes were incubated with anti-rabbit HRP-conjugated secondary (1:1000, Cell Signaling #7074) or anti-mouse HRP-conjugated secondary (1:1000, Cell Signaling #7076). Protein visualization was as described above.

### Induction of p53 DNA damage response

MEFs were isolated from C57BL/6 embryos at embryonic day 14.5. MEFs were plated at 1 × 10^6^ cells/well and MG tumor cells were plated 3–5 × 10^6^ cells/well in 6-well plates. Cells were treated with vehicle (DMSO), 0.1 or 0.5 µM doxorubicin (Cayman Chemical cat #15007), or they were irradiated with 0, 1, 2, 4, or 8 Gy using a low-dose cesium 137 irradiator at the Sanford Burnham Prebys Animal Facility. Samples were collected 4 hrs after treatment or irradiation for analysis of p53 and p21 protein levels by Western blot.

DNp53-expressing MG tumors were generated by isolating MG tumor cells, infecting with MSCV-DNp53-IRES-GFP viruses, sorting for infected cells and retransplanting the cells into new NSG mice. These tumors were later harvested and their cells were treated with doxorubicin or irradiated as described above.

### Mice

Mouse strains used in these studies include: C57BL/6, Lsd1^fl/fl^ ^21^ (a gift from Michael G. Rosenfeld, UCSD), Tg(CAG-cre/Esr1*)5Amc/J (CAG-CreER^TM^) (JAX Stock #004453)^10^, and NOD-*scid* IL2Rgamma^null^ (NSG). Lsd1^fl/f^ mice were bred with CAG-CreER^TM^ mice to produce mice with a CAG-CreER^TM^; Lsd1^fl/fl^ genotype. C57BL/6, Lsd1^fl/fl^, CAG-CreER^TM^, and CAG-CreER^TM^ Lsd1^fl/fl^ pups were all used as sources of Prominin + neural progenitor cells^9^. NSG mice were used as transplantation hosts.

Mice were bred and maintained at the Sanford Burnham Prebys (SBP) Medical Discovery Institute and Sanford Consortium Animal Facilities. Experiments were performed in accordance with national regulations using procedures approved by the Institutional Animal Care and Use Committees at SBP Discovery and the University of California San Diego. No a priori calculations related to sample size were performed.

### Orthotopic transplantation and tumor formation

Primary MG and MP tumors were generated by isolating Prominin1+ (CD133+) neural stem cells from mice, infecting them with retroviruses encoding *Myc*^*T58A*^ and either *Gfi1* or *DNp53*, and transplanting the cells into host NSG mice. The isolation of neural stem cells has been described previously;^9^ in general, cerebella from postnatal day 4–6 mice were dissected and enzymatically dissociated into single cell suspension. Cells were subjected to Percoll fractionation (GE Healthcare Life Sciences 17-0891-02), stained with anti-mouse CD133 PE antibody (1:200, eBiosience 12-4301-82), and sorted for the Prominin + population (approximately 3–4% of cells). The isolated cells were infected with the appropriate viruses and the next day, 5 × 10^4^ cells were resuspended in Neurocult NSC Basal medium (Stem Cell Technologies, cat #05700) with Neurocult NSC Proliferation Supplement (Stem Cell Technologies, cat #05701) and injected into the cerebella of NSG mice (age 6–8 weeks) using a stereotactic frame equipped with mouse adaptor (David Kopf Instruments). Animals were monitored weekly, and at the time of sacrifice, brains were removed for tumor dissection and dissociation. The method for tumor dissociation was identical to that described above for the isolation of NSCs from the cerebellum.

### Genetic deletion of Gfi1 or Lsd1 from MG tumors

To initiate deletion of Gfi1 from CAG-CreER^TM^ MG^flox^ or Lsd1 from CAG-CreER^TM^ Lsd1^fl/fl^ MG tumors, tumors were dissociated and cultured overnight in DMEM (with l-glut, 4.5 g/L glucose and sodium pyruvate), 10% FBS, and 1× Pen/Strep supplemented with either vehicle (DMSO) or 5 µM 4-hydroxytamoxifen (4-OHT, Sigma cat #H7904). The following day, the cells were washed, counted, and allocated for (1) orthotopic retransplant into NSGs to assess growth changes in vivo and (2) replating in fresh media without vehicle or 4-OHT for deletion analysis by Western blot after an additional 72 h. To determine changes in proliferation and apoptosis after Lsd1 deletion, CAG-CreER^TM^ Lsd1^fl/fl^ MG tumors cells treated with DMSO or 4-OHT were also analyzed after 40–48 h using Thymidine incorporation assays (described below) and flow cytometric analysis for Ki67 (BD Biosciences cat #561126), active Caspase 3 (BD Biosciences cat #560626), and Annexin V (BD Biosciences cat #550474) staining.

### Gene array analysis

Microarray gene expression data for 7 MG and 5 NSC samples were obtained using the GeneChip Mouse Genome 2.0 Array from Affymetrix. The raw data were preprocessed using the RMA algorithm that includes background correction, normalization, and calculation of expression steps. The resulting expression values were in log base 2 scale. Differential gene expression analysis was performed in the R statistical environment: *p* values were calculated using a linear model fit from the “limma” package and the BH method was used for multiple testing correction. Differentially expressed genes were defined using a cut-off of absolute value of the log fold change between average expression values in MG and NSC cases of 1.5 and of corrected *p* values of 10^−2^ (*n* = 2402 genes). Pathway analysis of the differentially expressed genes was performed using ClueGO plug-in for Cytoscape.

### ChIP-sequencing and target identification

Chromatin extraction, immunoprecipitation, and library preparation for ChIP-seq were performed at Active Motif (Carlsbad, CA). For Gfi1 ChIP, 30 ug of chromatin was subjected to immunoprecipitation with 4 µg of rabbit polyclonal, anti-Gfi1 antibody (GNE-CJS-2; kindly provided by H. Leighton Grimes). For Lsd1 ChIP, 30 µg of chromatin was subjected to immunoprecipitation with 4 µg of rabbit polyclonal, anti-Lsd1 antibody (Abcam #ab17721). Sequencing of libraries was performed at the German Cancer Research Center (DKFZ; Heidelberg, Germany). Sequence quality was assessed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

Sequence reads from ChIP-Seq were aligned to the mouse reference genome (mm10, chromosomes 1-19, X, Y, and M) using the “Burrow–Wheeler Transformation” based aligner BWA (version 0.6.2, arguments −q20)^52^. BAM files were merged using Picard (http://picard.sourceforge.net) and duplicate reads were removed.

Peak calling for Gfi1 and Lsd1 in MG tumors was done using MACS with default parameters and using the appropriate input chromatin controls, used in the preparation of the respective factor ChIPs. To identify the high-confidence peak set for each factor, initially the peaks with the upper 20th percentile enrichments were identified separately for the two replicates of the respective factor. 

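In the deposited lists the score at the 80th percentile was 1016.6 for Gfi1 in tumor 39, 506.4 for Gfi1 in tumor 41, 736.2 for Lsd1 in tumor 39 and 949.9 for Lsd1 in tumor 41. These cutoffs kept 7368, 5016, 6074 and 6643 peaks. The kept peaks were wider than the lists as a whole, with median widths of 2542 bp and 2850 bp for Gfi1 and 3408.5 bp and 3079 bp for Lsd1.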

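Before any minimum overlap was required, 61.1% of the kept Gfi1 peaks of replicate 1 shared at least 1 bp with a kept peak of replicate 2, and 90.2% the other way. The replicates of Lsd1 overlapped by 86.6% and 79.3%. A length share of at least 50% was reached by 59.5% of the kept Gfi1 peaks of replicate 1 and by 85.3% of those of Lsd1. Taking the share from the replicate 2 peak instead gave 4471 Gfi1 and 5220 Lsd1 peaks.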

Afterwards, resulting peaks were overlapped (at least 50% overlap) and the overlapping peaks were referred as the high confidence peak set of the respective factor. Gfi1 target genes were determined by identifying the genes with transcriptional start sites closest to the respective peaks. 

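Within 1000 bp of an annotated TSS lay 4205 of the Gfi1 high-confidence peaks, which is 95.9%, and 4847 of the Lsd1 high-confidence peaks, which is 93.6%. In 1000 random placements of the same peaks the shares were 14.3% and 16.1% on average. In the upper 20% of each library alone, the shares were 95.4% and 92.6% for Gfi1 and 89.1% and 93.0% for Lsd1 in replicates 1 and 2. The factors differed by less than the SD of 2.76 percentage points between the Lsd1 replicates, but by more than the SD of 1.98 between the Gfi1 replicates. The full lists lay at a TSS less often, from 50.6% for Gfi1 in tumor 39 to 56.5% for Gfi1 in tumor 41. With no score cutoff the shares for peaks found in both tumors fell to 65.0% for Gfi1 and 60.8% for Lsd1. Of the 22 genes that the paper names as downregulated or tested, 5 had the TSS closest to a high-confidence Gfi1 peak, and these were the 5 tested genes. Since the paper chose the tested genes among those bound by Gfi1, this contrast follows at least in part from that choice. Among the other 17, 14 had a peak of either factor at a TSS in at least 1 library but no high-confidence peak there, and Ptf1a, Dcc and Dcx had none in any library. Dcx is X-linked, and 26.1% to 44.5% of X-linked protein-coding genes had a peak at a TSS in the 4 full lists, while 1.05% had a Gfi1 high-confidence peak there, or 6.65% without Gfi1 replicate 2. Without that replicate, 9 of the 22 genes had a Gfi1 peak assigned.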

Gene annotations were based on gencode vM9 (http://www.gencodegenes.org/mouse_releases/0.html).

### Comparison of Gfi1 and Lsd1 signal

We quantified the coverage of Gfi1 and Lsd1 at each base pair in the region surrounding ±3 kb midpoint Gfi1 high confidence peaks. Read coverage was averaged in 200-bp windows along the regions and the values were scaled to arrange between 0 and 1. After ordering the values according to descending Gfi1 signal intensity, resulting values were represented as heat maps.

### Quantitative PCR (real-time PCR)

To validate expression of Gfi1 and Lsd1 target genes, mRNA was isolated from cells using an RNeasy Plus Mini kit (Qiagen). RNA was reverse transcribed to cDNA using iScript Reverse Transcription Supermix (Bio-Rad, cat #1708841), and duplicate no RT reactions were also prepared to confirm absence of genomic contamination. Then qPCR reactions were performed in triplicate using iQ SYBR Supermix (Bio-Rad, cat #1708882) on the Bio-Rad C1000 Thermocycler and CFX96/CFX384 systems. Relative gene expression was calculated using the ∆∆CT method and normalized to Actin. 95% confidence intervals for each sample were calculated using the sum of squares method.

### Thymidine incorporation assay

For Lsd1 deletion experiments, CAG-CreER^TM^ Lsd1^fl/fl^ MG tumor cells were cultured in 96-well plates at 5 × 10^4^ cells/well and treated with vehicle (DMSO), 1 or 5 µM 4-OHT for 48 h before being pulsed with [methyl-^3^H] thymidine (Perkin Elmer, NET027A250UC). For drug treatment experiments, MG tumor cells were cultured in 96-well plates at 5 × 10^4^ cells/well, while Math1-Cre Ptch1^fl/fl^ Luciferase (MPL) tumor cells were cultured in 96-well plates at 2 × 10^5^ cells/well. Cells were treated with different concentrations of GSK-LSD1 (Cayman Chemical, cat #16439), ORY-1001 (Roche), or RN-1 (EMD Millipore, cat #489479) for 48 h before being pulsed. After 16–18 h, cells were frozen at −80 °C to stop incorporation and later harvested using a Mach IIIM manual harvester 96 (Tomtec). Incorporated radioactivity was quantitated using a Wallac MicroBeta TriLux microplate scintillation counter (Perkin Elmer). IC50s were determined using nonlinear regression analysis in GraphPad Prism.

### Cell viability assay

Granule neuron progenitors were isolated from 7 day-old C57BL/6 pups and cultured at a density of 2 × 10^5^ cells/well in 96-well plates in differentiation media (neurobasal + NS-21 supplement containing 25 mM glucose and 25 mM potassium chloride) for 5 days. Glt1-tTA:RE-*MYCN*/Luciferase (GTML) tumor cells were cultured in 96-well plates at 5 × 10^4^ cells/well. Cells were treated with different concentrations of GSK-LSD1 (Cayman Chemical, cat #16439) or ORY-1001 (Roche) for 48 h. To assess viability, we used the Cell TiterGlo luminescent assay (Promega, cat #G7570) and added the reagent 1:1 to cultured cells. Bioluminescence was read using the EnVision plate reader (Perkin Elmer).

### Flank tumor implantation and in vivo drug treatment

MG tumors were dissociated into single cell suspensions and mixed 1:1 with growth factor-reduced matrigel (BD Biosciences, cat # 354230). A total of 50,000 tumor cells suspended in 100 µl were injected into the flanks of NSG mice. One week after injection, tumor size was measured by in vivo bioluminescent imaging using the Xenogen Spectrum imaging system. Mice were randomized into two groups based on tumor size. Mice received i.p. injections of either vehicle (4% DMSO in saline) or 10 mg/kg of GSK-LSD1 (Cayman Chemical, cat #16439); each week, treatments were administered for 4 consecutive days followed by a 3-day holiday. Tumor growth was monitored weekly by both bioluminescent imaging and caliper measurements. When tumors reached 2 cm in diameter, experiments were terminated and mice in both cohorts were sacrificed. Tumors were collected, weighed, and photographed.

For experiments combining surgical resection and drug treatment, tumors were implanted as described above and monitored by bioluminescent imaging and caliper measurements. Once tumors reached a volume of 200–300 mm^3^, surgery was performed to remove the tumor bulk. Mice were given preop local anesthetic Marcaine (8 mg/kg, s.c.), isofluorane (4% in 2 L/min of O_2_) during the procedure, and postop analgesic Rimadyl (4 mg/kg, s.c.). Incisions were made in the skin surrounding the tumor, and the majority of tumor was removed. Vetbond tissue adhesive (Fisher Scientific cat #50822189) was used to close the incisions. After 1 week of recovery, mice were randomized based on tumor size, and treatment with vehicle (saline) or GSK-LSD1 began as described above. Tumor monitoring and collection criteria remained the same.

For experiments combining radiation therapy and drug treatment, tumors were implanted as described above and monitored by bioluminescent imaging and caliper measurements. Once tumors reached an average bioluminescent signal of ~5 × 10^8^ photons per second, mice were irradiated with 5 doses of 3 Gy given every other day (excluding weekends). Mice were sedated prior to irradiation with a cocktail of ketamine (100 mg/kg) and xylazine (10 mg/kg). Lead shielding was used to minimize radiation exposure to areas without tumor. After the course of irradiation was finished, mice were randomized into two groups based on tumor size, and treatment with vehicle (saline) or GSK-LSD1 began as described above. Tumor monitoring and collection criteria remained the same.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All genomics data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession numbers GSE123409 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123409] (expression microarray), GSE123870 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123870] (ChIP-seq), and GSE123871 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123871] (SuperSeries). All other relevant data are available from the corresponding author on request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Lsd1 as a therapeutic target in Gfi1-activated medulloblastoma
**Source:** Nat Commun. 2019 Jan 18;10:332. doi: 10.1038/s41467-018-08269-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Lsd1 as a therapeutic target in Gfi1-activated medulloblastoma.**

**Lee et al.**

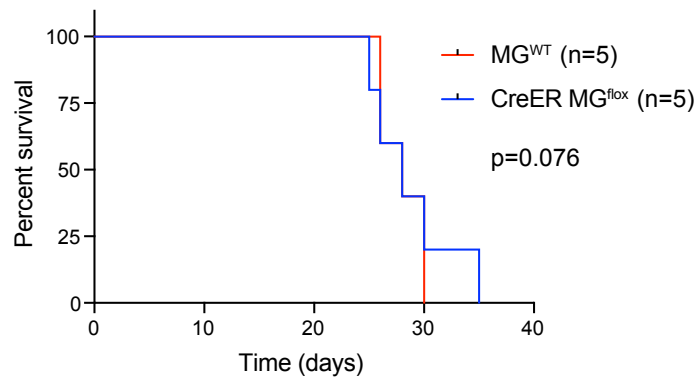

**Supplementary Figure 1. MG<sup>lox</sup> and MG<sup>WT</sup> tumors exhibit similar latency and penetrance.**

Survival curves comparing mice with MG<sup>lox</sup> (n=5) and MG<sup>WT</sup> (n=5) tumors. Median survival is 28 days for both types of tumors. p value=0.076 (not significant) determined by Log-rank (Mantel-Cox) test. Data shown are from a representative experiment.

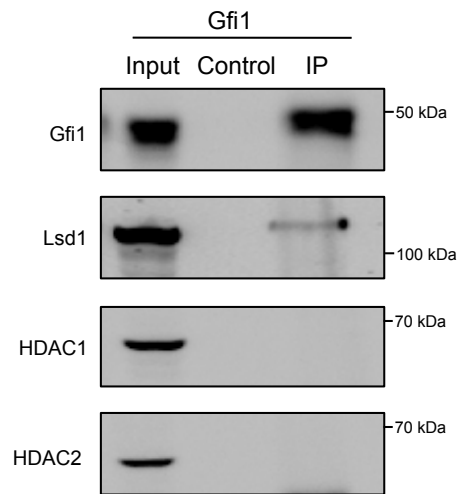

**Supplementary Figure 2. Gfi1 is not associated with HDAC1 or HDAC2.**

Co-immunoprecipitation of Gfi1 was performed on MG tumor cells, and levels of Gfi1, Lsd1, HDAC1, and HDAC2 were determined by Western blotting. Input represents 10% of total lysate before immunoprecipitation with experimental and isotype control antibodies. Data shown are from a representative experiment, where experiments were repeated in 3 biological replicates.

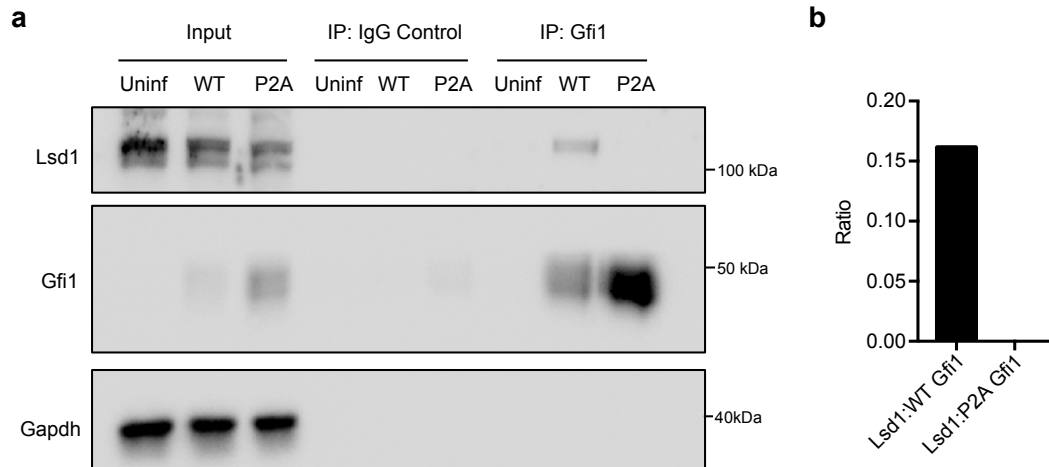

**Supplementary Figure 3. The Gfi1-P2A SNAG domain mutant cannot recruit and bind Lsd1.**

**a** Co-immunoprecipitation of Gfi1 was performed on 3T3 cells infected with wildtype Gfi1 (WT) or SNAG mutant Gfi1 (P2A), and levels of Gfi1 and Lsd1 were determined by Western blotting. Input represents 10% of total lysate before immunoprecipitation with experimental and isotype control antibodies. **b** Quantification of Western blot indicating the ratio of Lsd1 pulled down to Gfi1 pulled down. Data shown are from a representative experiment, where experiments were repeated in 3 biological replicates.

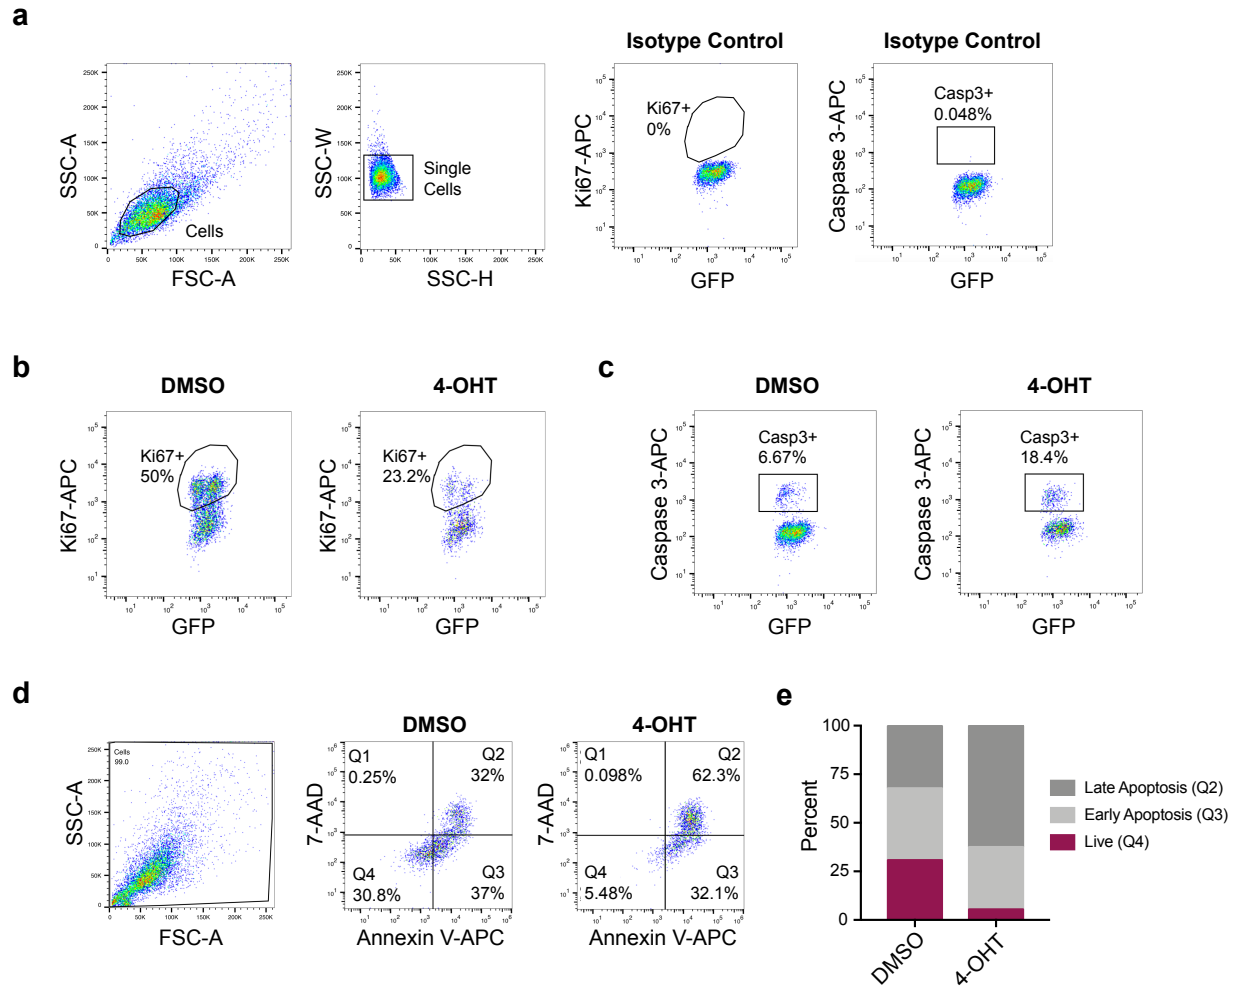

**Supplementary Figure 4. Deletion of Lsd1 in MG tumor cells decreases proliferation and increases cell death.**

**a-c** Lsd1 iKO MG tumor cells were treated overnight with vehicle (DMSO) or 5  $\mu$ M 4-hydroxytamoxifen (4-OHT). After ~40 hours, cells were fixed and stained with **(a)** isotype control, **(b)** Ki67 antibody or **(c)** active Caspase 3 antibody. **a** Left two plots show the gating strategy for cells using FSC and SSC characteristics. Right plots show the gating strategy for Ki67+ and Caspase 3+ cells as determined by staining samples with an isotype control antibody. **b** Representative dot plots for Ki67 staining in cells treated with DMSO or 5  $\mu$ M 4-OHT. Deletion of Lsd1 caused a decrease in proliferation as 50% of

DMSO-treated cells are Ki67+, while only 23.2% of 4-OHT-treated cells are Ki67+. **b** Representative dot plots for active Caspase 3 staining in cells treated with DMSO or 5  $\mu$ M 4-OHT. 6.67% of DMSO-treated cells are Caspase 3+, while 18.4% of 4-OHT-treated cells are Caspase3+. **d, e** Lsd1 iKO MG tumor cells were treated overnight with DMSO or 5  $\mu$ M 4-OHT. After ~40 hours, cells were stained with Annexin V antibody and 7-AAD. **d** Representative dot plots for Annexin V and 7-AAD staining in cells treated with DMSO or 5  $\mu$ M 4-OHT. Left plot shows the gating strategy for cells using FSC and SSC characteristics. **e** Quantification of live cells and cells going through apoptosis as seen in panel **d**. DMSO-treated cells consist of ~30% live cells and ~70% dying cells. 4-OHT-treated cells consist of ~6% live cells and ~94% dying cells. The data shown are from representative experiments, where all staining experiments were repeated in at least 3 biological replicates.

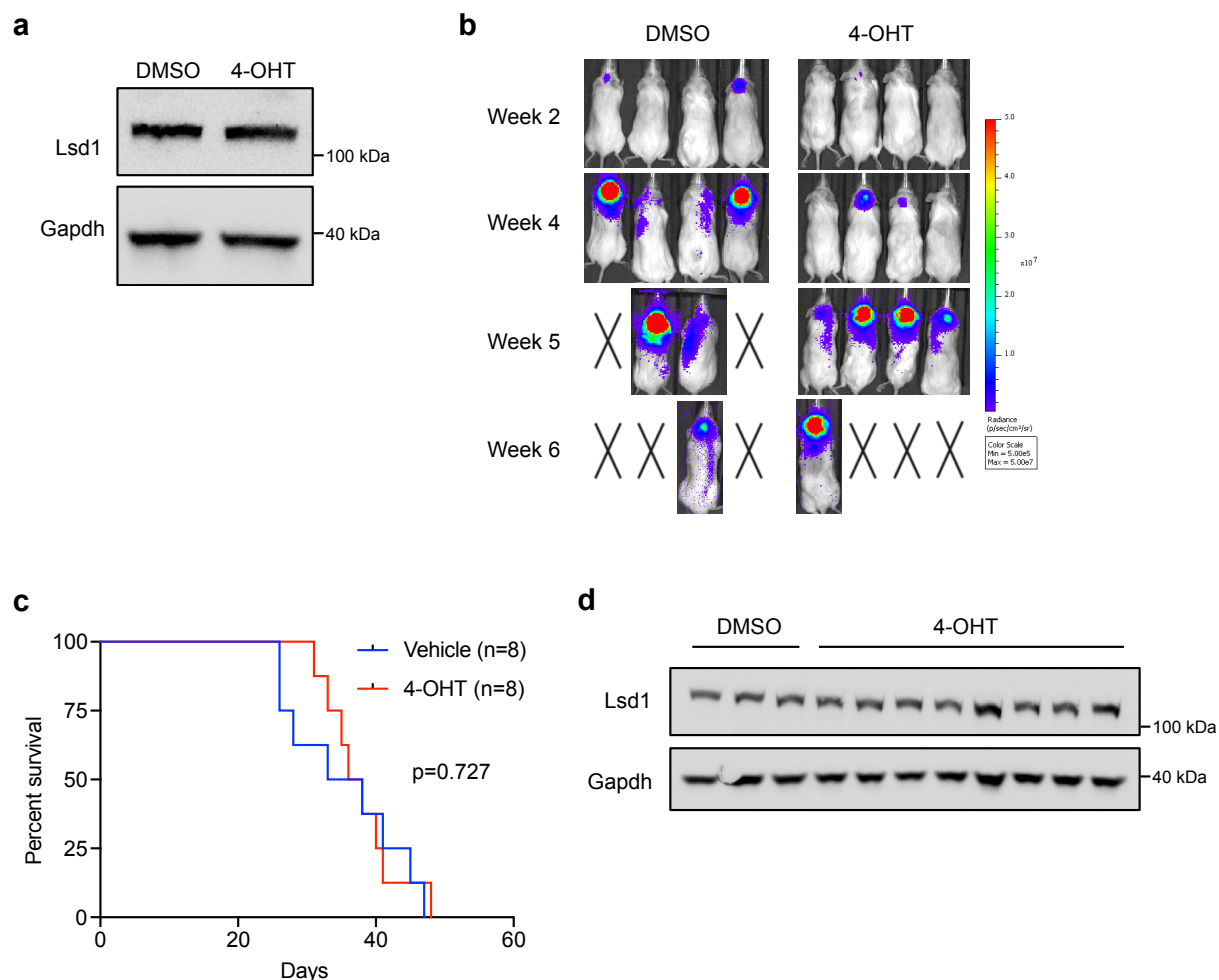

### Supplementary Figure 5. Treatment with 4-OHT does not directly affect MG tumor growth.

**a** Western blot for Lsd1 in Lsd1<sup>fl/fl</sup> MG tumor cells that were treated overnight with vehicle control (DMSO) or 5  $\mu$ M 4-hydroxytamoxifen (4-OHT). **b** Bioluminescence imaging of mice transplanted with Lsd1<sup>fl/fl</sup> MG cells treated with vehicle or 4-OHT. X's denote animals euthanized before they could be imaged. **c** Survival curves from a representative experiment (control n=8, 4-OHT n=8). p value=0.7271 was determined by Log-rank (Mantel-Cox) test. **d** Western blot for Lsd1 protein levels in resulting tumors from both

vehicle and 4-OHT treatment groups. Data shown are from a representative experiment, where experiments were repeated in 3 biological replicates.

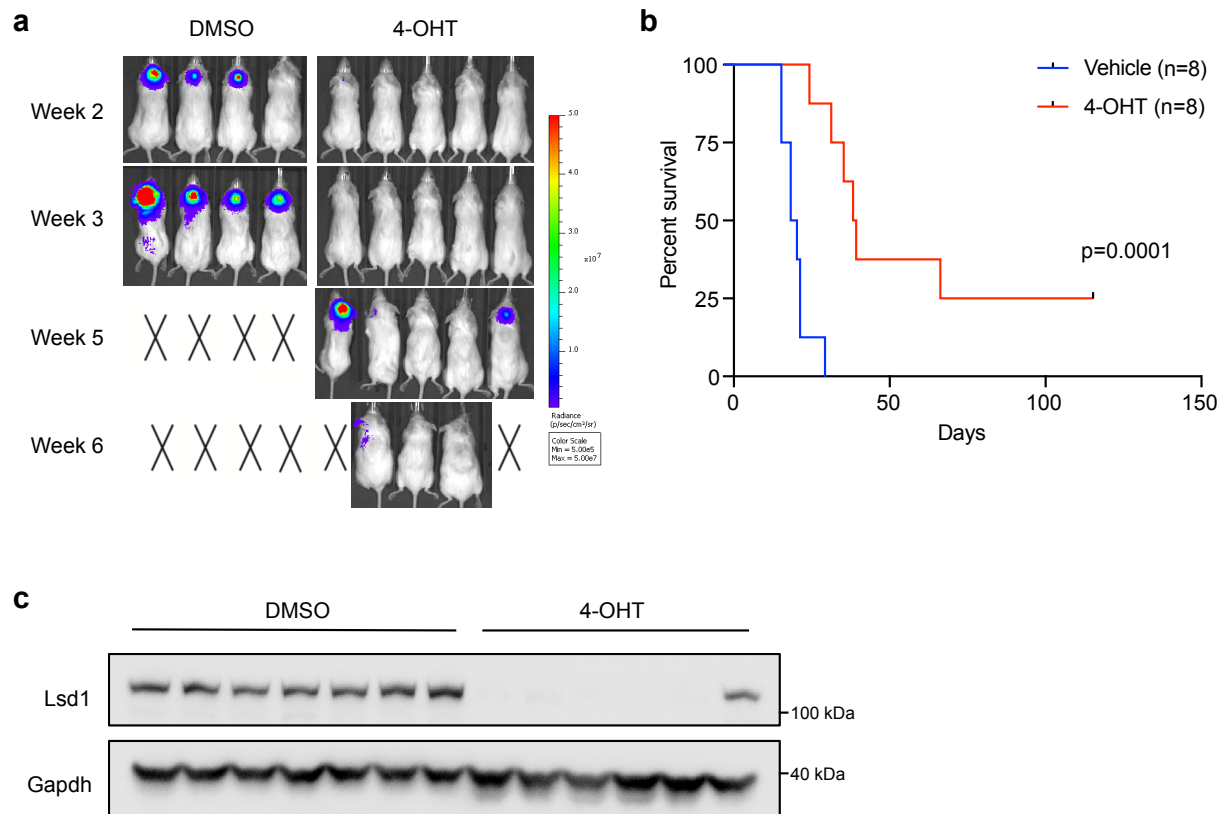

### Supplementary Figure 6. Lsd1 is not required for MP tumor growth.

Lsd1-iKO Myc+DNp53 (MP) tumor cells were treated with vehicle control (DMSO) or 5  $\mu$ M 4-hydroxytamoxifen (4-OHT) and transplanted into mice the following day. **a** Bioluminescence imaging of mice transplanted with Lsd1-iKO MP cells treated with vehicle or 4-OHT. X's denote animals euthanized before they could be imaged. **b** Survival curves from a representative experiment (control n=8, 4-OHT n=8). p value=0.0001 was determined by Log-rank (Mantel-Cox) test. **c** Western blot for Lsd1 protein levels in resulting tumors from both vehicle and 4-OHT treatment groups. Data shown are from a representative experiment, where experiments were repeated in 3 biological replicates.

**a**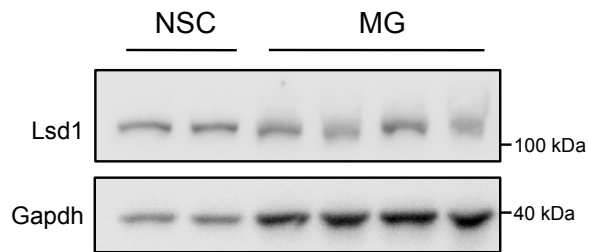**b**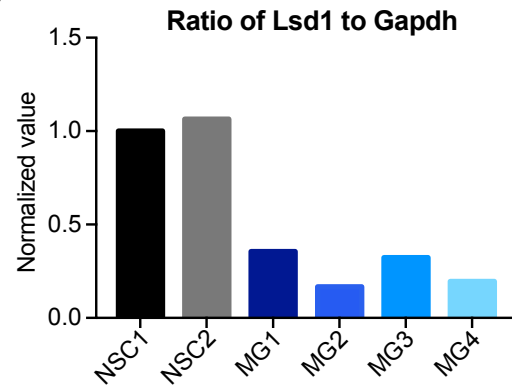

**Supplementary Figure 7. Lsd1 expression in MG tumors is normal compared to NSCs and MP tumors.**

**a** Western blot comparing Lsd1 protein levels in NSCs and MG tumor cells. **b** Quantification of Western blot. Plotted values represent the ratio of Lsd1 to Gapdh, relative to that of the NSC1 sample. Lsd1 expression in MG tumors is not higher than the levels found in NSCs.

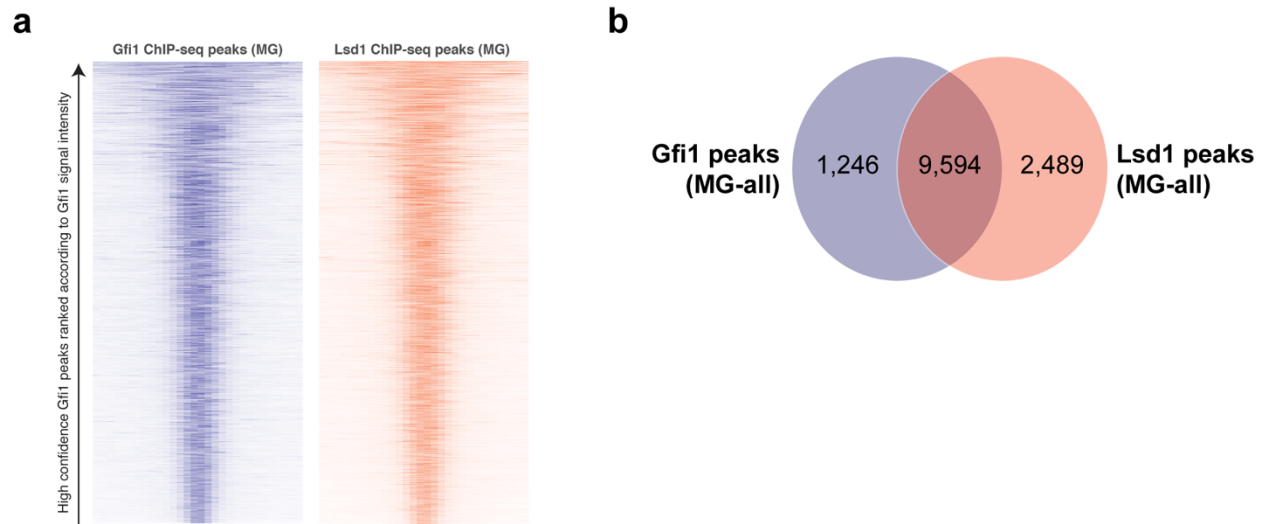

**Supplementary Figure 8. Gfi1 and Lsd1 co-occupy many of the same genes in MG tumor cells.**

ChIP-seq for Gfi1 and Lsd1 was conducted in MG tumor cells to determine binding in the genome. **a** Heat maps show the scaled read densities surrounding  $\pm 3$ kb midpoint Gfi1 peaks for Gfi1 and Lsd1. 

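The 5 Gfi1 high-confidence peaks with the highest mean score percentile over both tumors all overlapped Lsd1 high-confidence peaks. Only 1 of them stood alone, since 12 peaks shared the next value and 4 of these were taken in the order of their position. All 12 overlapped Lsd1 high-confidence peaks. The highest lay on chromosome 11 of mm10 from 69038301 to 69042252 and had Aurkb as the gene with the closest TSS, but was over 1000 bp from it and in no annotated gene. Of the tied peaks, 1 on chromosome 3 from 121290682 to 121292736 lay at the TSS of Alg14. A further peak lay on chromosome 4 from 95049634 to 95054291 at Jun, and another on chromosome 7 from 28807312 to 28814947 at Hnrnpl. At both of these a further annotated gene had a TSS as close. Away from TSSs, 1.73% of the Gfi1 high-confidence peaks had their midpoint in an intron, 0.365% in an exon and 2.05% between genes.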

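The high-confidence Gfi1 peaks that overlapped no Lsd1 high-confidence peak numbered 723, and the Lsd1 peaks that overlapped no Gfi1 high-confidence peak numbered 1537. The 723 had a median width of 2100 bp, against 2731 bp for the Gfi1 peaks that did overlap. The 1537 did not differ in this way, with a median width of 3413 bp against 3355 bp for all Lsd1 high-confidence peaks. All 723 overlapped a deposited Lsd1 peak in at least 1 tumor, and 716 of them did so in both. Of the 1537 Lsd1 peaks, all overlapped a deposited Gfi1 peak and 1530 did so in both tumors. A TSS lay within 1000 bp of 94.1% of the 723 and of 86.2% of the 1537.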

Only high confidence (see Methods) Gfi1 peaks are shown and ordered according to the Gfi1 signal intensity. **b** Venn diagram showing the overlap between high confidence Gfi1 and Lsd1 peaks.

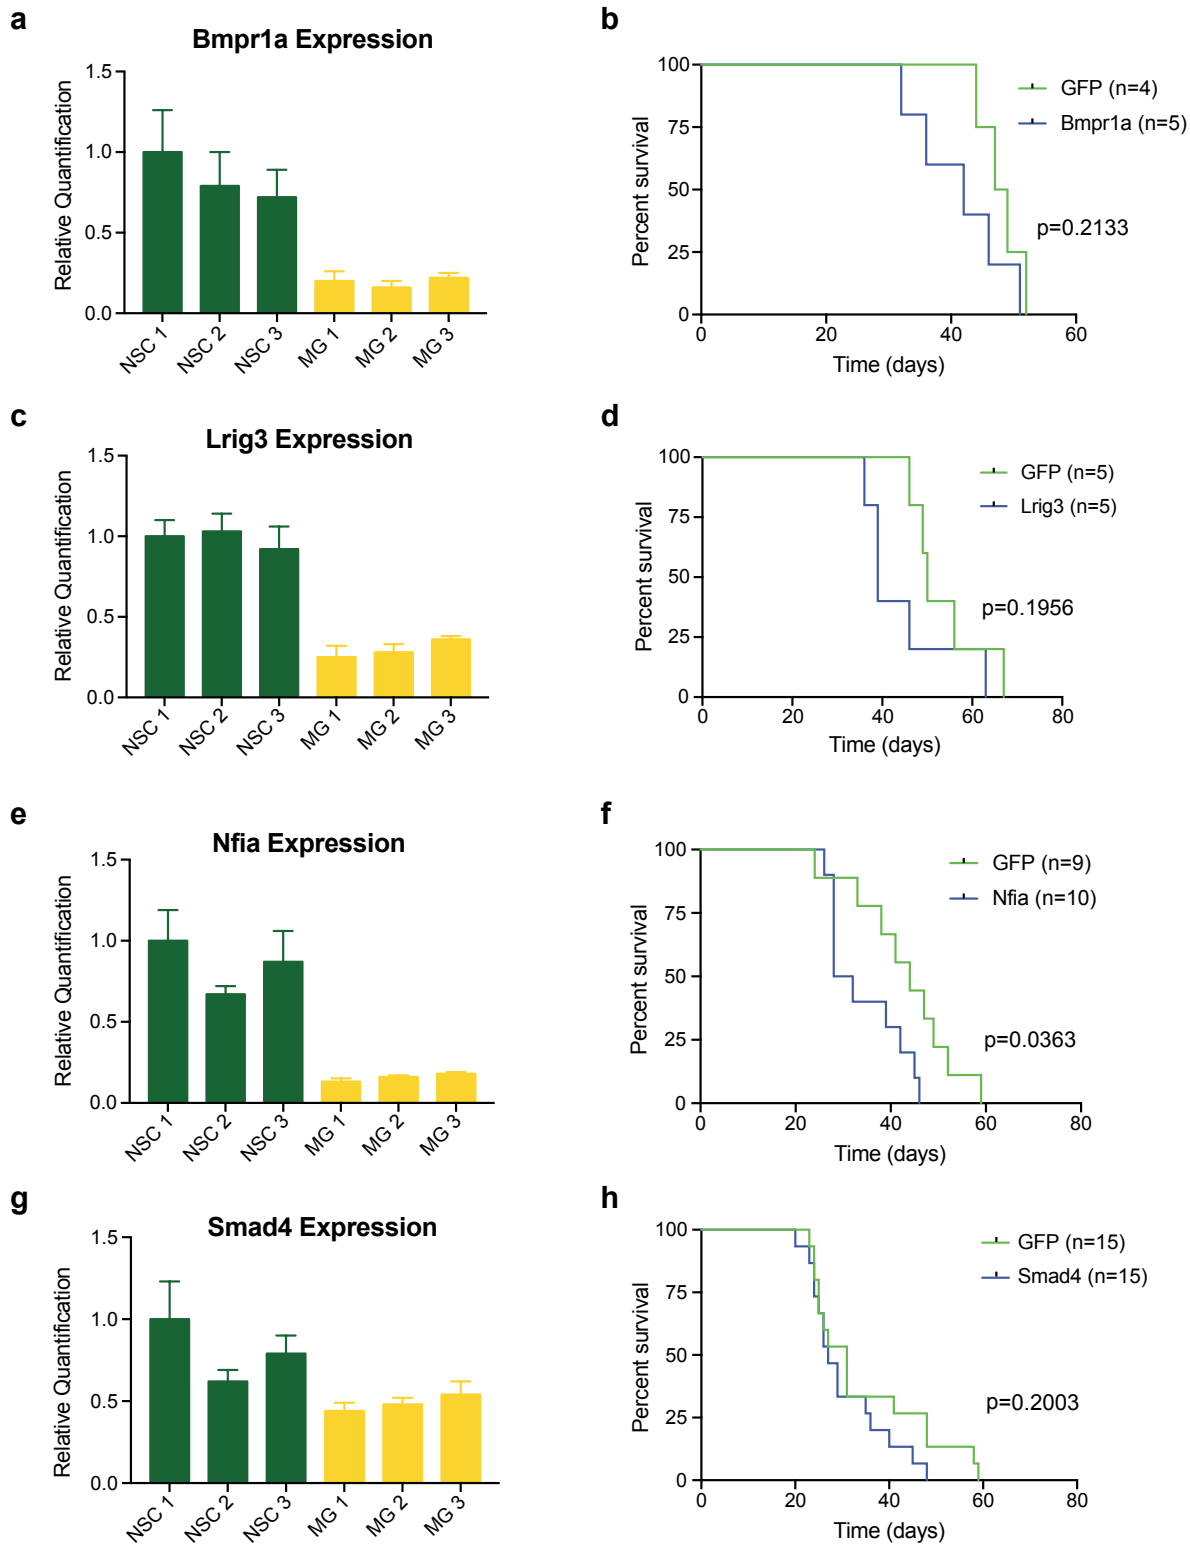

**Supplementary Figure 9. *In vivo* functional assessment of candidate Gfi1 target genes.**

Candidate Gfi1 target genes known to be involved in differentiation processes were expression validated by qPCR and then functionally validated using overexpression studies. qPCR results comparing **(a)** Bmpr1a, **(c)** Lrig3, **(e)** Nfia, and **(g)** Smad4 expression in biological triplicates of NSCs and MG tumor cells confirm that these genes are downregulated in MG tumors. Error bars represent 95% confidence intervals calculated using the sum of squares method. To evaluate the functional significance of these genes in MG tumors, tumor cells were infected with empty vector (GFP) or with the genes of interest, sorted, and re-transplanted into mice. Resulting survival curves for **(b)** Bmpr1a (control n=4, Bmpr1a n=5, p=0.2133), **(d)** Lrig3 (control n=5, Lrig3 n=5, p=0.1956), **(f)** Nfia (control n=9, Nfia n=10, p=0.0363), and **(h)** Smad4 (control n=15, Smad4 n=15, p=0.2003) indicate no survival advantage upon overexpression in MG tumors. p values were determined by Log-rank (Mantel-Cox) test.

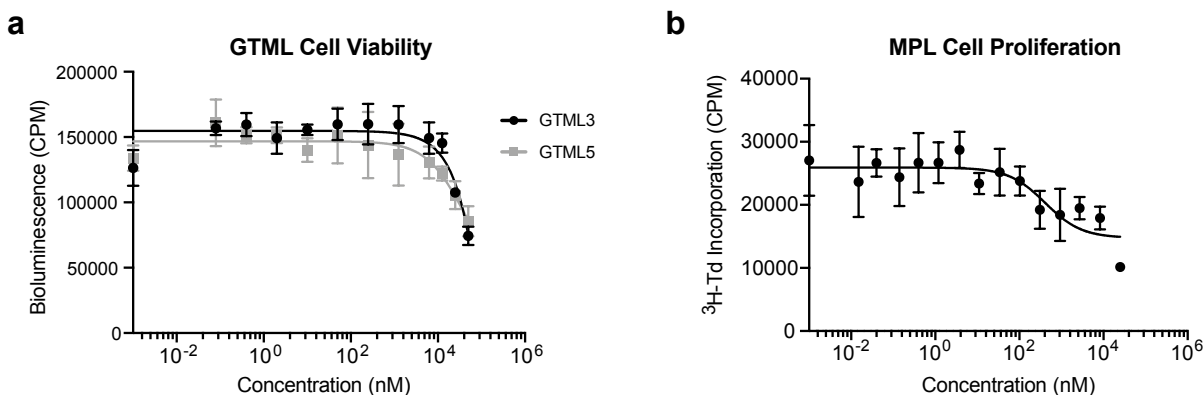

**Supplementary Figure 10. Pharmacological inhibition of Lsd1 is less effective on non-Gfi1-activated tumors.**

**a** Cell viability of two different GTML tumor cell lines treated with GSK-LSD1. Viability was measured via CellTiter-Glo Luminescent Assay after 48hrs of drug treatment. Data are from a representative experiment and are plotted as the means of technical triplicate samples  $\pm$  SEM. **b** In vitro proliferation assay for the SHH subtype MPL tumor cells treated with GSK-LSD1. Proliferation was measured via  $^3\text{H}$ -thymidine incorporation after 48hrs of drug treatment. Data are from a representative experiment and are plotted as the means of technical triplicate samples  $\pm$  SEM. All experiments were repeated in at least 3 biological replicates. The viability of GTML and proliferation of MPL tumor cells were not fully inhibited by treatment with GSK-LSD1, so accurate  $\text{IC}_{50}$ s could not be calculated.

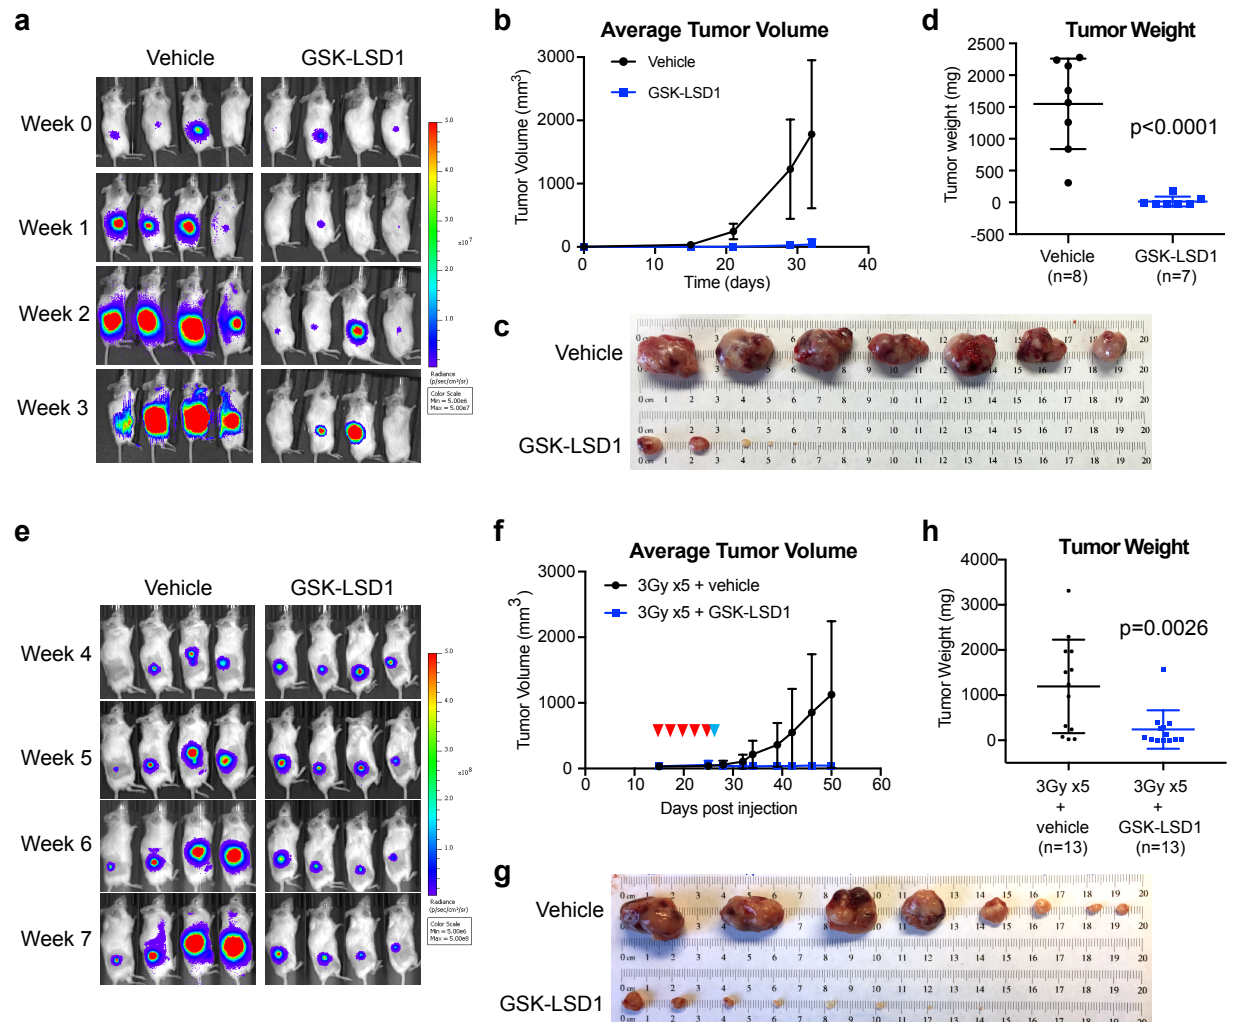

**Supplementary Figure 11. Pharmacological inhibition of Lsd1 and radiotherapy inhibit MG tumor growth.**

**a-d** Mice implanted with subcutaneous MG tumors were treated with vehicle (4% DMSO in saline) or 10 mg/kg GSK-LSD1 via i.p. injection in cycles of four days on and three days off (vehicle n=8, GSK-LSD1 n=7). Tumor growth was monitored weekly by **(a)** bioluminescence imaging and **(b)** caliper measurements. When tumors reached the maximum allowed diameter of 2 cm, mice were sacrificed and resulting tumors were **(c)** removed and **(d)** weighed. GSK-LSD1 treatment significantly reduced tumor burden

( $p < 0.0001$ ,  $t = 5.661$ ,  $df = 13$ , one-tailed unpaired t-test) in mice. Data shown are from a representative experiment, where experiments have been repeated in 3 biological replicates. **e-h** Mice implanted with subcutaneous MG tumors were irradiated with 5 doses of 3 Gy and treated with vehicle (saline) or 10 mg/kg GSK-LSD1 in cycles of four days on and three days off (vehicle  $n = 13$ , GSK-LSD1  $n = 13$ ). Tumor growth was monitored weekly by **(e)** bioluminescent imaging and **(f)** caliper measurements. Red arrowheads indicate time of irradiation. Blue arrowhead indicates the start of drug treatment. When tumors reached the maximum allowed diameter, mice were sacrificed and resulting tumors were **(g)** collected and **(h)** weighed. Compared to radiation therapy alone, the combination of radiation and GSK-LSD1 treatment significantly reduced tumor burden ( $p = 0.0026$ ,  $t = 3.07$ ,  $df = 24$ , one-tailed unpaired t-test) in mice. Data shown in **(h)** are from 2 replicate experiments. Average tumor volume over time is plotted as the means  $\pm$  SEM, and final tumor weights are plotted as the means  $\pm$  SD.

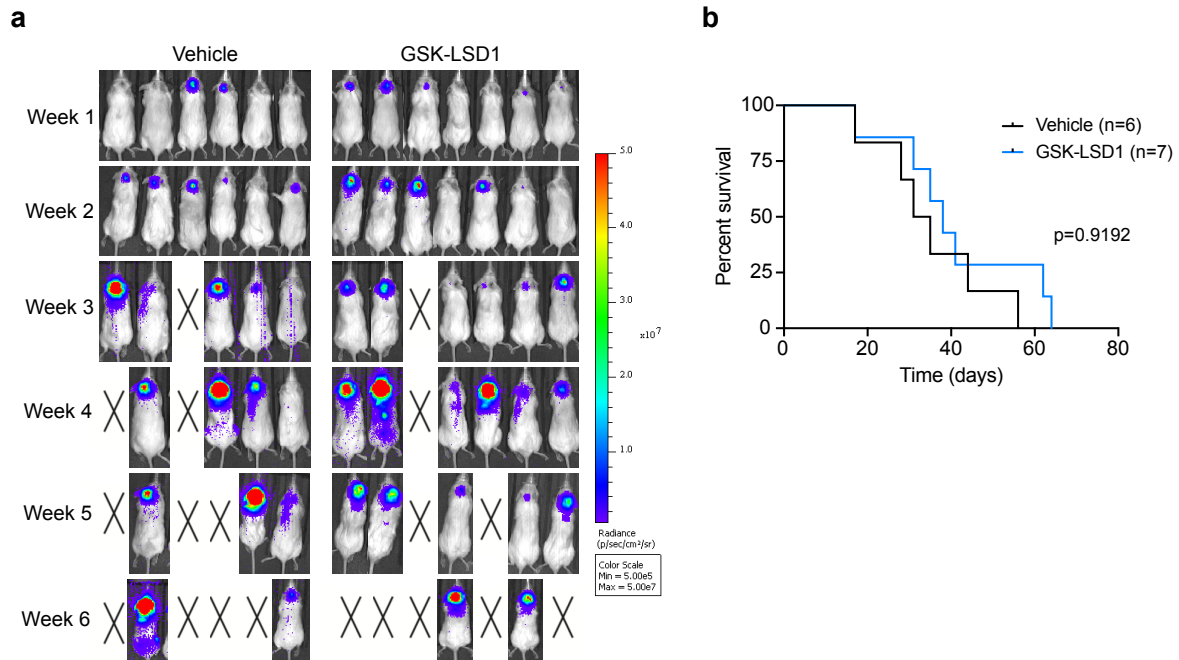

**Supplementary Figure 12. Treatment with Lsd1 inhibitor does not significantly inhibit the growth of intracranial MG tumors.**

**a, b** Mice implanted with intracranial MG tumors were treated with vehicle (4% DMSO in saline) or 10 mg/kg GSK-LSD1 via i.p. injection in cycles of four days on and three days off (vehicle n=8, GSK-LSD1 n=7). **a** Tumor growth was monitored weekly by bioluminescence imaging. **b** Survival curves for mice treated with vehicle and mice treated with GSK-LSD1 showed no significant difference. p value=0.9192 (not significant) determined by Log-rank (Mantex-Cox) test. Data shown are from one representative experiment.

# Supplementary material for: Lsd1 as a therapeutic target in Gfi1-activated medulloblastoma
**Source:** Nat Commun. 2019 Jan 18;10:332. doi: 10.1038/s41467-018-08269-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Differentially expressed genes in MG tumor cells compared to NSCs. Gene expression data for n=7 MG and n=5 NSC samples were analyzed for 21,304 unique genes. Expression values were corrected, normalized, and transformed to log base 2 scale. Differentially expressed genes were defined using a cut-off of absolute value of the log fold change (>/=1.5) between average expression values in MG versus NSC samples and with corrected p-values of </= 10^-2 (n=2,402 genes).

**File Name:** Supplementary Data 2

**Description:** Significant Gfi1 and Lsd1 ChIP-seq peaks in MG tumors. ChIP-seq for Gfi1 and Lsd1 was conducted in MG tumor cells to determine their genome-wide occupancies. Using MACS with default parameters, we identified 10,840 significant peak regions bound by Gfi1 and 12,083 peak regions bound by Lsd1, with 9,594 peaks bound by both Gfi1 and Lsd1.

# Supplementary material for: Lsd1 as a therapeutic target in Gfi1-activated medulloblastoma
**Source:** Nat Commun. 2019 Jan 18;10:332. doi: 10.1038/s41467-018-08269-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect data.

Data analysis

Affymetrix data was pre-processed using the RMA algorithm. Differential gene expression was determined using the "limma" package in R, and the BH method was used for multiple testing correction. Pathway analysis of the differentially expressed genes was performed using the ClueGO plug-in for Cytoscape.

ChIP-sequencing reads were aligned to the mouse reference genome (mm10, chromosomes 1-19, X, Y and M) using the Burrow-Wheeler Transformation based aligner "BWA," version 0.6.2, arguments -q20. BAM files were merged using Picard (<http://picard.sourceforge.net>). Peak calling was done using MACS, and gene annotations were based on gencode vM9 ([http://www.gencodegenes.org/mouse\\_releases/0.html](http://www.gencodegenes.org/mouse_releases/0.html)).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Figure 6, Supplemental Figure 8, Supplemental Table 1, and Supplemental Table 2 have associated raw data (Affymetrix and ChIP-seq) ...

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Based on previous experience with studies of this type, power analysis indicates 8 mice per group will have 90% power to detect an average survival difference of 14 days with a significance of $p = 0.05$ . Thus, most experiments included at least 8 mice/group and were repeated at least 3 times. In some cases where limited amounts of cells were available for transplant into mice, fewer than 8 mice were used and the sample size is indicated as such. |
| Data exclusions | For survival studies evaluating tumorigenesis, no data were excluded from analysis. For drug treatment studies on subcutaneous flank tumors, a few mice were excluded because they died prematurely before the experiment endpoint (ie. death due to circumstances unrelated to tumor burden). Mice excluded from analysis were not included in reported sample sizes.                                                                                              |
| Replication     | Experiments were done at least three times. Attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | For in vivo treatment experiments, tumor-bearing mice were subjected to bioluminescent imaging and caliper measurements. Animals with comparable tumor sizes were randomized into treatment groups; this prevented outcomes from being influenced by initial differences in tumor burden.                                                                                                                                                                           |
| Blinding        | Investigators were not blinded to group allocation.                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                                                           |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | Our study uses primary murine medulloblastoma cells, which will be made available to other investigators upon request. Established cell lines (293T and NIH-3T3) are commercially available through ATCC. |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Details about all antibodies used in this study are provided in the Materials and Methods section of the manuscript.                                                                                                                                                                                                                                                                   |
| Validation      | Validation statements for antibodies used for immunoprecipitation (Gfi1, Lsd1, CoREST), Western blot (Gapdh, Actin, Gfi1, Lsd1, CoREST, HDAC1, HDAC2, p53, p21), and flow cytometry (Ki67, Caspase 3, Annexin V) can be found on their corresponding manufacturer websites. Validation in our own samples has been confirmed by Western blot detection of bands at the predicted size. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                    |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | NIH-3T3 and HEK 293T/17 were obtained from ATCC.                                   |
| Authentication                                                       | Cell lines have been authenticated by ATCC.                                        |
| Mycoplasma contamination                                             | Authors declare that cell lines used were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Animal strains used for the study are described in Methods section. Male and female NSG mice are used as hosts for transplantation at 6-7 weeks of age. 5-7 day old pups from C57/BL6, CAG-CreER, and CAG-CreER Lsd1 flox mice were used to generate neural stem cells, which were then transduced with oncogenes to generate primary mouse medulloblastoma. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                          |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123870">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123870</a>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Files in database submission                                       | tumor_WT_39_GFI1_GGAGCTA_merged.bam.rmdup.bam<br>tumor_WT_41_GFI1_TGCAGAG_merged.bam.rmdup.bam<br>tumor_WT_39_LSD1_GATTCGC_merged.bam.rmdup.bam<br>tumor_WT_41_LSD1_CCTTGTC_merged.bam.rmdup.bam<br>tumor_Input-MGB-Pool_ACAGTG_merged.bam.rmdup.bam<br>tumor_WT_39_GFI1_GGAGCTA_merged.bam.rmdup.tdf<br>tumor_WT_41_GFI1_TGCAGAG_merged.bam.rmdup.tdf<br>tumor_WT_39_LSD1_GATTCGC_merged.bam.rmdup.tdf<br>tumor_WT_41_LSD1_CCTTGTC_merged.bam.rmdup.tdf<br>tumor_Input-MGB-Pool_ACAGTG_merged.bam.rmdup.tdf<br>WT_39_GFI1_GGAGCTA_peaks_peaks.bed<br>WT_41_GFI1_TGCAGAG_peaks_peaks.bed<br>WT_39_LSD1_GATTCGC_peaks_peaks.bed<br>WT_41_LSD1_CCTTGTC_peaks_peaks.bed |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |

### Methodology

| Replicates         | Biological replicates (MG_tumor_WT_39 & MG_tumor_WT_41) were subjected to both Gfi1 and Lsd1 ChIP.                                                                                                                                                                                                                                                                                                                                                                                                                                      |                                 |                        |                                 |               |             |      |                 |          |          |         |       |            |                    |          |          |         |       |            |                    |          |          |         |       |            |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|------------------------|---------------------------------|---------------|-------------|------|-----------------|----------|----------|---------|-------|------------|--------------------|----------|----------|---------|-------|------------|--------------------|----------|----------|---------|-------|------------|
| Sequencing depth   | <table><tr><th>Sample</th><th>Number of reads mapped</th><th>Number of uniquely mapped reads</th><th>Mean coverage</th><th>Read length</th><th>Type</th></tr><tr><td>MGB-Pool_ACAGTG</td><td>92556506</td><td>85621577</td><td>5.90465</td><td>100bp</td><td>paired-end</td></tr><tr><td>WT_39_GFI1_GGAGCTA</td><td>60302626</td><td>57191064</td><td>4.79595</td><td>100bp</td><td>paired-end</td></tr><tr><td>WT_41_GFI1_TGCAGAG</td><td>85149793</td><td>80718696</td><td>6.76885</td><td>100bp</td><td>paired-end</td></tr></table> | Sample                          | Number of reads mapped | Number of uniquely mapped reads | Mean coverage | Read length | Type | MGB-Pool_ACAGTG | 92556506 | 85621577 | 5.90465 | 100bp | paired-end | WT_39_GFI1_GGAGCTA | 60302626 | 57191064 | 4.79595 | 100bp | paired-end | WT_41_GFI1_TGCAGAG | 85149793 | 80718696 | 6.76885 | 100bp | paired-end |
| Sample             | Number of reads mapped                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  | Number of uniquely mapped reads | Mean coverage          | Read length                     | Type          |             |      |                 |          |          |         |       |            |                    |          |          |         |       |            |                    |          |          |         |       |            |
| MGB-Pool_ACAGTG    | 92556506                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | 85621577                        | 5.90465                | 100bp                           | paired-end    |             |      |                 |          |          |         |       |            |                    |          |          |         |       |            |                    |          |          |         |       |            |
| WT_39_GFI1_GGAGCTA | 60302626                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | 57191064                        | 4.79595                | 100bp                           | paired-end    |             |      |                 |          |          |         |       |            |                    |          |          |         |       |            |                    |          |          |         |       |            |
| WT_41_GFI1_TGCAGAG | 85149793                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                | 80718696                        | 6.76885                | 100bp                           | paired-end    |             |      |                 |          |          |         |       |            |                    |          |          |         |       |            |                    |          |          |         |       |            |

|                         |                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | WT_39_LSD1_GATTCGC 94738309 90406096 7.53462 100bp paired-end<br>WT_41_LSD1_CCTTGTC 57322001 54465071 4.5608 100bp paired-end                                                    |
| Antibodies              | Gfi1: Rabbit polyclonal, anti-Gfi1 antibody, GNE-CJS-2 (4ug) obtained directly from H. Leighton Grimes.<br>Lsd1: Rabbit polyclonal, anti-Lsd1, Abcam #ab17721 (4ug).             |
| Peak calling parameters | MACS was used with default parameters.                                                                                                                                           |
| Data quality            | Sequence quality was assessed by FastQC ( <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc/">https://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> ). |
| Software                | Not applicable.                                                                                                                                                                  |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Isolation of tumor cells from mice is described in the Methods section of the manuscript. Samples prepared after in vitro culture were briefly treated with trypsin to dissociate cells into single cell suspension for flow cytometric analysis and sorting.                                                                                                                                                                                       |
| Instrument                | BD FACSAriaIII (cat#648282-01, year 2010)                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                  | Data were acquired using FACSDiva and analyzed using FlowJo.                                                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | For over-expression studies, tumor cells were infected with vectors containing a GFP reporter. GFP+ expression, and abundance varied across samples due to differences in infection efficiency. Post-sort purity was confirmed by analyzing aliquots of the sorted cells.                                                                                                                                                                           |
| Gating strategy           | For Ki67 and Caspase 3 analysis, tumor cell populations were first gated to exclude cell debris and aggregates based on FSC/SSC. Then cells stained with isotype control were used to determine the boundary between "negative" and "positive" cells; this boundary was used to identify positive cells in samples stained with the specific antibody. For Annexin V analyses, FSC/SSC gates were only very loosely applied to include most events. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

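Gfi1 and Lsd1 were each immunoprecipitated from 2 MG tumors, numbered 39 and 41, which gave 4 ChIP-seq libraries. Same-numbered libraries come from one tumor, so that they are paired. The authors aligned the reads to mm10 with BWA, removed duplicates and called peaks with MACS at default parameters, separately in each library and against input chromatin. The input in the sample list is a pool of MGB tumors, and its reads were not analysed here. The deposited peak lists give a position and a score per peak. The authors' score is 50.0 or more in every list and its definition is not given with it. The highest score was 3233.06 in both Lsd1 lists and in Gfi1 of tumor 39, and 3177.21 in Gfi1 of tumor 41. A score of 3100 recurs among the highest peaks, so that their order may not follow their strength. The score was used only to rank and filter peaks within a list. The paper ranked peaks by enrichment, which the lists do not carry, so that the score was used in its place.

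The high-confidence set of a factor was made of the replicate 1 peaks in the upper 20% of the score with at least 50% of their length in replicate 2 peaks of the upper 20%. Overlap between the factors required 1 bp. Chance was estimated from 1000 seeded random placements within the chromosome in one-sided permutation tests, for which the smallest p-value is 0.001. Exact binomial intervals at 95% cover counting error only. The spread is the SD over the 2 tumors, and no test between groups was run, since 2 against 2 leaves little power. Read depth is the Reporting Summary's, and the lists carry no read counts, so that no precision per peak can be given.

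TSSs and genes were taken from GENCODE release M21 for GRCm38, the build of mm10, where the authors used release M9. In all 132633 separate TSSs were used. A peak was at a TSS when it came within 1000 bp, and it was assigned to the gene with the closest TSS, with ties counted for each gene. CpG content was counted within 500 bp on either side of a TSS. The genes named were chosen by a fixed rule. They were the 22 genes that the paper names as downregulated or tested, 8 genes of the proteins it studies, the 5 high-confidence Gfi1 peaks with the highest mean score percentile, and the 5 highest such peaks that overlap no Lsd1 peak, of which there were 0. The position and gene of 1 of the 5 highest peaks are not reported.

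The overlap count was tested on simulated data for the Gfi1-Lsd1 comparison. In 5 simulations of 4360 peaks, a planted overlap of 60.4% on average was found as 60.4%, unrelated lists gave folds from 0.779 to 1.11, and lists placed at TSSs of like CpG content gave matched folds from 0.982 to 1.02. Planted peaks were set on partner peaks and the others kept off them, and the matched lists were drawn from the same CpG groups as their placements. These simulations therefore check the counting only, and not whether active promoters by themselves would give such an overlap. The closest TSS was right for 300 of 300 simulated peaks. The steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pysam 0.24.0, and samtools 1.23.1.

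The rule for genes, the comparisons and a list of alternatives were set before the data were examined. These alternatives varied the score cutoff, the replicate overlap, the overlap between factors, the partner set, the pairing of tumors, the chance model, the TSS window and the gene assignment. Of those added after seeing the data, the intersection of the replicate peaks was kept in place of replicate 1 peaks, chance was matched for CpG content or drawn from equally wide Gfi1 peaks, and the closest TSS was measured from the peak midpoint. The tests on the X and Y chromosomes, on equal numbers of peaks and on the last coding exon were also chosen after the lists had been seen. For the Gfi1 motif, 12 ranks were computed, from 6 peak sets counted in 2 ways, and 11 of them were chosen after seeing the data. Neither way of counting was fixed in advance. Pairing was checked by comparing overlaps within and across the tumors.

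Supplementary Data 2 was read only in part, the first 1998 of its 13329 rows, and no overlap or enrichment test was run on it. Expression, survival, drug and co-immunoprecipitation experiments were not analysed here.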

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

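The tests on Y genes, on Xist, on the last coding exon and the comparison of Gfi1 with other genes were chosen only after the result was seen, and the comparison of exons with introns at Gfi1 and Myc was not.

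Promoters of Y-linked genes, which the paper's text does not discuss, carried peaks in the libraries of tumor 41. A peak lay within 1000 bp of a TSS of 2 protein-coding Y genes for Gfi1, Ddx3y and Eif2s3y, and of 4 for Lsd1, which were these and Kdm5d and Uty. None of these 4 genes had such a peak in either library of tumor 39, where the Gfi1 list had a promoter peak at another Y gene, Gm21748, and the Lsd1 list at none. These genes were named after their values were seen. The Y chromosome held 5 and 2 peaks in the tumor 39 lists and 7 and 7 in those of tumor 41, for Gfi1 and Lsd1. If the cells of the tumors differed in sex, tumor 39 should show peaks at the 5′ end of Xist, which is transcribed from the inactive X of female cells, and tumor 41 should not. At this end of Xist, on chromosome X from 103481254 to 103484254, the highest score was 598.5 for Gfi1 and 347.6 for Lsd1 in tumor 39, and no peak was present in either library of tumor 41. Labels crossed between the tumors in one factor would have put these peaks in different tumors for Gfi1 and Lsd1, which the 598.5 and the 347.6 in the same tumor argue against. A difference in sex is thus a candidate explanation that rests on 1 tumor of each kind. Cells of the host mice, which the Reporting Summary gives as male and female, were not tested and stay open as a source of these peaks.

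Peaks covered the coding exons of Gfi1 in all 4 libraries, with 100% and 77.7% of the coding bases in the Gfi1 lists of tumors 39 and 41 and 78.5% and 88.7% in the Lsd1 lists. Its introns were covered by 69.0%, 27.5%, 29.3% and 53.8%. The paper's text does not mention peaks at this gene, which is also carried by the retrovirus, and Supplementary Data 2 was read only in part. Reads from retroviral cDNA, which has no introns, could add to the exons, and an input from MGB tumors, if it was the one used and lacks that cDNA, would not remove them. The exons of Myc, whose cDNA is in both tumor types, were covered by 100% in every library and its introns by 77.0% to 87.6%. The smallest difference between coding exons and introns over the libraries was 12.4 percentage points at Myc and 31.0 at Gfi1, and 2.65% of 18402 genes had one as large as Gfi1. The last coding exon of Gfi1, on chromosome 5 from 107717743 to 107717918, had a peak in 4 libraries, as did 592 of 15705 genes whose last coding exon is over 1000 bp from any TSS, or 3.77%. The last coding exon of Myc, on chromosome 15 from 61989346 to 61989905, also had a peak in 4 libraries. Since Myc cDNA should be in the MGB input as well, a cDNA missing from the input may not be needed for such peaks. The peak at Myc cannot decide the cause at Gfi1, because it may come from binding at the Myc gene itself. The number of cDNA copies in the tumors and the input is also not known. Gfi1b had no peak on its coding exons. Binding at the gene itself and reads from the cDNA cannot be told apart, because the lists carry no reads that span exon junctions.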

How the results depend on the processing

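The tests with the intersection of replicate peaks, CpG-matched chance, draws of equally wide peaks and the peak midpoint were chosen after the data had been seen. The share of Gfi1 high-confidence peaks overlapping Lsd1 stayed within 1 SD between the tumors under each replicate overlap rule and each score cutoff. Its values ran from 72.7% at the upper 10% to 93.6% at the upper 40%. The SD is a wide margin of 13.4 percentage points to which unequal list lengths add, so that staying within it says little. The share of Lsd1 peaks overlapping Gfi1 ran from 59.2% to 76.3% under the same cutoffs.

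The score cutoff decided the size of the sets. The Gfi1 and Lsd1 sets held 1938 and 2375 peaks at the upper 10%, 9057 and 10880 at the upper 40%, 16255 and 19902 at the upper 80%, and 19094 and 23458 with no cutoff. Shares at a TSS fell with the added peaks, to 88.3% and 85.2% at the upper 40%, 70.9% and 66.3% at the upper 80%, and 65.0% and 60.8% with no cutoff. With TSSs of protein-coding genes alone they were 93.3% and 90.5%. At the upper 10%, 1 of the 22 genes named as downregulated or tested had a Gfi1 peak assigned.

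Trimming peaks to their central 200 bp lowered the shares overlapping to 43.2% of Gfi1 and 36.5% of Lsd1 peaks, and the cause was not tested. With partner peaks of both replicates and no cutoff the shares were 99.7% and 98.8%, and with those of either replicate 100% and 100%, because lower-scoring partner peaks are then counted.

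Across the 4 fits that each left out 1 library, the number of Gfi1 peaks ran from 4387 to 7368, that of Lsd1 peaks from 5181 to 6643, the share of Gfi1 peaks overlapping Lsd1 from 64.5% to 92.1%, the share of Lsd1 peaks overlapping Gfi1 from 60.5% to 90.6%, the fold over chance from 38.8 to 46.5, the share of Gfi1 peaks at a TSS from 92.6% to 95.9%, that of Lsd1 peaks from 89.1% to 93.6%, and the number of named genes from 5 to 9. Leaving out Gfi1 replicate 2 moved most of these, to 7368 peaks, 64.5%, 90.6%, 38.8 and 9 genes. It keeps the whole upper 20% of the longer Gfi1 list.

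With the replicate block, that is with Gfi1 and Lsd1 paired within each tumor, the shares were 78.6% of Gfi1 and 74.3% of Lsd1 peaks and the fold was 38.7. With crossed tumors they were 82.0%, 78.0% and 40.5. Neither changed a call. The fold over chance stayed above 1 with p = 0.001 in a one-sided permutation test, the smallest that 1000 placements can give, under every chance model that was tested, but its size ran from 1.71 for draws of equally wide Gfi1 peaks and 1.91 with TSSs of like CpG content to 465 for trimmed peaks.

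The share of X-linked genes with a peak has no value with autosomes alone and was not computed there. For the 30 named genes, 38 of 540 combinations of gene and alternative gave another number of assigned peaks, 30 more and 8 fewer. The depth of the libraries limits what a missing peak means, since the lists show only regions that passed the peak caller.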

Differences from the paper's values

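The paper gives 10840 Gfi1 peaks, 12083 Lsd1 peaks and 9594 peaks common to both, where the high-confidence sets made from the deposited lists held 4387, 5181 and 3664. Of the alternatives set before the data were examined, the upper 40% of the score closed most of the gap for all 3 numbers, with 9057, 10880 and 8475. Counting the peaks of both factors as entries of a single list also did, with 8031, 8845 and 7308. The rows read of Supplementary Data 2 point to this counting, with 865 marked for Gfi1, 873 for Lsd1 and 0 for both. All 1998 rows read carry the status yes for both factors, at 2.15 rows per site. If the paper counted such entries, 8031, 8845 and 7308 are the like-for-like values, and 4387, 5181 and 3664 are not. For the Gfi1 count, the next closest in ratio were the upper 80% of the score, with 16255, which is above the paper's 10840, and leaving out Gfi1 replicate 2, with 7368, which is below it. For the common peaks these gave 15067 and 4749. The other alternatives set in advance left a wider ratio to the paper's Gfi1 count, and none but the upper 40% and the single list closed most of the gap for the Lsd1 and the common peaks. Entries of a single list with the intersection of the replicate peaks, a setting chosen after seeing the values, gave 7965, 8781 and 7217.

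The paper gives shares of about 89% of Gfi1 peaks and 79% of Lsd1 peaks, and 80% of Gfi1 sites in its Discussion. The 83.5% and 70.3% found here, counted within the set of each factor, were closer to these than the counts were to the paper's counts. Among the alternatives set in advance, the widest difference from the paper's 89% and 79% was found with peaks trimmed to their central 200 bp, with 43.2% and 36.5%. Leaving out Gfi1 replicate 2 gave 64.5% of Gfi1 peaks, the upper 10% of the score gave 59.2% of Lsd1 peaks, and partner peaks of either replicate gave 100% of both. Counted as entries of a single list, the shares were 91.0% and 82.6%. If the paper counted in this way, these are the values to set against its 89% and 79%, rather than 83.5% and 70.3%.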

Other observations

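The tests with CpG-matched placements, equal numbers of peaks, draws of equally wide peaks, sequencing depth, the X chromosome, the motif by occurrences and in 5 further peak sets, and the positions in Supplementary Data 2 were chosen only after the result was seen.

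Several technical explanations for the overlap of Gfi1 and Lsd1 were weighed. A shared preference for TSSs would give an overlap as large from TSS-matched placements, but the observed overlap was 4.63 times their mean and above each of 1000. With TSSs of like CpG content it was 1.91 times the mean, with at most 2022 peaks overlapping in any placement against 3664 observed. A shared preference for CpG-rich promoters thus gave a large overlap by itself, but smaller than the observed one in every placement. With intervals of 200 bp the share was 43.2%, but the random placements it was set against ignore promoters. Draws of equally wide Gfi1 peaks found in both tumors overlapped Lsd1 by 48.8% on average and with at most 2255 peaks, so that peak width alone gave less than the observed overlap. What stays open is whether any strongly active promoter is enriched in any ChIP from these cells, which no list of an unrelated protein was at hand to test.

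The lists did not separate by factor. With the 5016 highest peaks of every list, 74.1% overlapped between the Gfi1 libraries of the 2 tumors and 80.8% between the Lsd1 libraries, while Gfi1 and Lsd1 overlapped by 71.2% within tumor 39, 75.4% within tumor 41, and 79.6% and 75.4% across the tumors. Gfi1 of tumor 39 thus shared more with Lsd1 of tumor 41 than with Gfi1 of tumor 41. If tumor differences shaped the peaks, overlap would be higher within both tumors. In the upper 20% of tumor 39 it was 69.1% within and 79.4% across for Gfi1 peaks, but 83.0% within and 68.8% across for Lsd1 peaks, so that the direction depends on the list counted when the lists differ in length. With equal numbers of peaks neither tumor had a higher overlap within than across, and the 71.2% within tumor 39 stayed below the 79.6% and 75.4% across. Sequencing depth cannot be told apart from other library differences, with 4 libraries. Of the Gfi1-Lsd1 pairs, the shallower libraries, Gfi1 of tumor 39 and Lsd1 of tumor 41, overlapped most, but the deeper ones overlapped by 75.4%, about as much as the libraries of tumor 41. Within each factor, the library with more mapped reads had fewer peaks.

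The 723 Gfi1 high-confidence peaks outside the Lsd1 high-confidence set may be outside it because of the score cutoff on the Lsd1 lists, since 99.0% of them overlapped a deposited Lsd1 peak in both tumors. With the score cutoff on the Lsd1 lists removed and the replicate overlap kept, 4376 of the 4387 Gfi1 high-confidence peaks overlapped Lsd1. No biological explanation was tested for these peaks.

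X-linked promoters were rarer in the high-confidence sets than autosomal ones. A Gfi1 high-confidence peak lay within 1000 bp of a TSS of 24.1% of 20807 autosomal protein-coding genes and of 1.05% of 948 X-linked ones, or 10 genes, and for Lsd1 the shares were 27.3% and 0.844%. Single libraries moved the X shares, which were 6.65% for Gfi1 without replicate 2, 2.22% for Lsd1 without replicate 1 and 1.69% for Lsd1 without replicate 2. In the upper 20% of Gfi1 in tumor 39, which gives the 6.65%, 37.9% of autosomal genes had a peak. The lowest autosome, chromosome 6, had 18.2% and 20.3%. CpG-poor promoters do not account for all of this. Autosomal genes drawn to match the CpG content of X promoters had a Gfi1 high-confidence peak in 14.8% of cases on average and in no draw of 1000 fewer than 11.5%. The score cutoff alone does not either, because in the full lists X promoters still had peaks at 0.465 to 0.669 times the autosomal rate. These ratios are not matched for CpG content, which accounts for part of the deficit in the full lists. Against CpG-matched autosomal genes, X had 44.5% against 52.3% for Gfi1 of tumor 39 and 26.1% against 41.9% for Gfi1 of tumor 41. For Lsd1 it had 33.9% against 46.2% and 36.9% against 49.1%. Most of the deficit nevertheless appears above the cutoff. A single active X copy may lower the score, but how the score falls with copy number is not known. At 2 times the cutoff, 7.27% to 15.7% of autosomal genes still passed in the 4 lists, with 11.9% for Lsd1 of tumor 41, and the share was above that of X-linked genes at the cutoff itself in every list. At 3 times the cutoff it was above in 3 lists, and for Gfi1 of tumor 39 it was 5.72% against 6.65% on X. This explanation stays open, and mapping of reads to X was not tested.

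The AATCAC core of the Gfi1 motif was counted in the central 200 bp of peaks against flanks 1000 bp away. In Gfi1 high-confidence peaks, with a ratio of center to flank of 0.570 by windows, it ranked 9 of the 60 orderings of its bases by the share of windows with the word and 7 by occurrences, so that direct binding to the AATCAC core did not stand out there. The lists give no summit, and the middle of a wide promoter peak may miss the bound site. In 5 other peak sets looked at later, the ranks by windows and by occurrences were 12 and 19 for Gfi1 high-confidence peaks away from TSSs, 5 and 4 for all Gfi1 peaks of both replicates, 1 and 1 for those of them away from TSSs, 19 and 15 for Lsd1 high-confidence peaks, and 19 and 10 for all Lsd1 peaks of both replicates away from TSSs. In the set with rank 1, of 6686 peaks, the ratio of center to flank was 0.974 by windows, the median ordering having 0.769. It is the highest of 12 ranks computed and is given as a hypothesis.

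In the first 1998 of the 13329 rows of Supplementary Data 2, 865 are marked as the upper 20% for Gfi1, 873 for Lsd1, 260 for neither and 0 for both. In separate columns all 1998 carry the status yes for Gfi1 and for Lsd1. Each of the 865 starts at the start of a deposited Gfi1 peak and ends at the end of one, and 806 equal the union of the overlapping replicate peaks. For Lsd1, 787 of the 873 do. Merged into separate sites, the 1998 rows give 928, or 2.15 rows per site.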
